# Over-Expression of a Rice Tau Class Glutathione S-Transferase Gene Improves Tolerance to Salinity and Oxidative Stresses in Arabidopsis

**DOI:** 10.1371/journal.pone.0092900

**Published:** 2014-03-24

**Authors:** Raghvendra Sharma, Annapurna Sahoo, Ragunathan Devendran, Mukesh Jain

## Abstract

Glutathione S-transferases (GSTs) are multifunctional proteins encoded by large gene family in plants, which play important role in cellular detoxification of several endobiotic and xenobiotic compounds. Previously, we suggested the diverse roles of rice GST gene family members in plant development and various stress responses based on their differential expression. In this study, we report the functional characterization of a rice tau class GST gene, *OsGSTU4*. OsGSTU4 fusion protein was found to be localized in nucleus and cytoplasm. The over-expression of *OsGSTU4* in *E. coli* resulted in better growth and higher GST activity under various stress conditions. Further, we raised over-expression transgenic Arabidopsis plants to reveal its *in planta* function. These transgenic lines showed reduced sensitivity towards plant hormones, auxin and abscisic acid. Various analyses revealed improved tolerance in transgenic Arabidopsis plants towards salinity and oxidative stresses, which may be attributed to the lower accumulation of reactive oxygen species and enhanced GST activity. In addition, microarray analysis revealed up-regulation of several genes involved in stress responses and cellular detoxification processes in the transgenic plants as compared to wild-type. These results suggest that *OsGSTU4* can be used as a good candidate for the generation of stress-tolerant crop plants.

## Introduction

Abiotic stresses (salinity, drought, oxidative and osmotic stresses) are the major environmental factors affecting crop production worldwide by reducing growth and productivity of plants. Exposure of plants to various abiotic stresses leads to oxidative damage [1]. Plants employ various defense mechanisms to overcome these damages [2]. The study of plant tolerance towards abiotic stresses, in order to identify and modify the genes involved in abiotic stresses, seems to be a promising approach to generate stress-tolerant plants.

Glutathione S-transferases (GSTs) are ubiquitous enzymes encoded by a large family of genes, which play an important role in cellular detoxification to a wide variety of endobiotic and xenobiotic substrates by conjugating the tripeptide glutathione [3]–[7]. Several GSTs have been identified and analyzed in different organisms including plants, animals, fungi and bacteria [8], [9]. On the basis of predicted amino acid sequences, the soluble GSTs have been divided into the phi, tau, lambda, dehydroascorbate reductase (DHAR), theta, zeta and elongation factor 1 gamma (EF1G) classes. Among these, phi, tau, lambda and DHAR classes are specific to plants [10]. Previously, we identified a total of 79 GST genes in the rice genome and classified them in various families [11]. On the basis of protein sequence alignment and evolutionary relationship, fifty two (52) GST genes were included in tau, 17 in phi, 4 in zeta, two in DHAR, two in EF1G and one each in theta and tetrachlorohydroquinone dehalogenase (TCHQD) classes.

GSTs have been found to be differentially regulated by various abiotic stresses, including dehydration [12], herbicide [10], wounding [13], cold [14], hypoxic [15], H_2_O_2_ [16], UV-light [17], phosphate starvation [18], metals [19] and salt stress [20], [21]. Studies have shown that expression of GSTs is activated by biotic stresses, such as pathogen attack and fungal elicitors too [3]. The expression of GSTs is induced by plant hormones, such as ethylene [22], auxin [23], methyl jasmonate and salicylic acid [24] and ABA [25]. Several studies have shown that GST activity in plants protect the cells from various types of abiotic and biotic stresses [17], [19], [26], [27], [28]. From a recent study, it was found that plant tau class GSTs have been involved in regulation of cell elongation and flowering in response to light [29]. Over-expression of GST genes into low-temperature sensitive rice plants enhanced their tolerance to low temperature [30] and in tobacco plants increased the resistance to oxidative stresses [31]. In a recent study, Chen et al. [29] reported that AtGSTU20 physically interacts with far-red insensitive 219 (FIN219) protein in response to light and plays a crucial role in cell elongation and plant development. Co-expression of GST and CAT1 genes in rice provided increased tolerance to oxidative stress [32]. Over-expression of cotton GST enhanced tolerance to oxidative stresses in tobacco plants [31].

In our previous study, we observed preferential expression of GST genes in various developmental stages, and differential expression in response to various stresses [11]. Although several GSTs have been identified in rice, only a few of them have been functionally characterized as of now. In this study, we characterized the role of a tau class GST gene from rice, *OsGSTU4* (Genbank accession number FN428745). We raised and analyzed Arabidopsis transgenic plants over-expressing *OsGSTU4*. Our results showed increased tolerance in the transgenic plants to salinity and oxidative stresses at various developmental stages.

## Materials and Methods

### Plant material and growth conditions

For gene expression analysis in rice, tissue samples from various developmental stages, hormone treatments, and abiotic stress conditions were used as described previously [11]. *Arabidopsis thaliana* ecotype Columbia was used as wild-type (WT) for all experiments and genetic background for the generation of transgenic plants. Seeds were obtained from Arabidopsis Biological Resource Centre, USA. Plants were grown in plates containing MS medium and in pots containing vermiculite supplemented with liquid Arabidopsis nutrient medium in a culture room under 80–100 μmol m^−2^ S^−1^ at 22±1°C with 14/10 h of day/night photoperiod, as described previously [33].

### Bacterial over-expression and protein purification

For over-expression in *Escherichia coli*, the complete open reading frame (ORF) of *OsGSTU4* was amplified by PCR using gene-specific primers (TAAGGATCCATCCATGGCCGGTGGAG and GCAAAGCTTTCAGTTGGTGGCAG) and cloned into the expression vector, pET28a, in *Bam*HI and *Hin*dIII restriction sites. The resulting recombinant plasmid, *pET28a:OsGSTU4* was transformed into *E. coli* strain BL21 (DE3) pLysS. For the expression of OsGSTU4 protein, *E. coli* cells were induced by addition of 1 mM isopropyl β-D-1-thiogalactopyranoside (IPTG) at 37°C. Induction of OsGSTU4 protein was analyzed in crude protein extracts by polyacrylamide gel electrophoresis (PAGE). Induced protein was purified using nickel-charged affinity column under native conditions as per manufacturer's protocol (Qiagen GmbH, Hilden).

### Growth response assay and GST activity measurement in *E. coli*

*E. coli* cells transformed with empty vector (pET28a) and *pET28a:OsGSTU4* were cultured overnight at 37°C and inoculated in fresh Luria-Bertani (LB) medium. After obtaining OD_600_ of 0.4–0.6, the expression of OsGSTU4 protein was induced by adding 1 mM IPTG and bacterial cultures were allowed to grow with or without 1 mM methyl viologen (MV), 1 mM hydrogen peroxide (H_2_O_2_), 300 mM mannitol and 300 mM sodium chloride (NaCl). After 3–4 h of incubation, growth of cultures was measured using spectrophotometer (Shimadzu 300, Shimadzu Corporation, Tokyo, Japan). For measurement of GST activity, total protein was extracted from bacterial cultures by resuspending the pellet in lysis buffer supplemented with 1 mM phenylmethanesulfonyl fluoride (PMSF) and 2 mg/ml lysozyme followed by sonication. The supernatant was used to measure GST activity in pET28a and *pET28a:OsGSTU4* transformed cells under non-stressed and stressed conditions using 1-chloro-2, 4-dinitrobenzene (CDNB) as a substrate, as described earlier [34]. The activity was determined spectrophotometrically by measuring change in absorbance at 340 nm.

### Sub-cellular localization

For transient expression in onion epidermal cells, a *psGFPcs:OsGSTU4* construct was made by fusing the complete ORF of *OsGSTU4* in psGFPcs vector [35] in *Apa*I and *Xma*I restriction sites. psGFPcs is a green fluorescent protein (GFP) tag containing vector used in this study to visualize the localization of OsGSTU4. The empty vector (*psGFPcs*) and fusion construct (*psGFPcs:OsGSTU4*) were transformed on onion peels by particle bombardment method as described previously [36]. Both the plasmid constructs were transformed on Arabidopsis leaves also by biolistic method using Helios Gene Gun (Bio-Rad) as per earlier described protocol [37]. The onion peels and Arabidopsis leaves were visualized using confocal fluorescence microscopy (AOBS TCS-SP2, Leica Microsystems, Mannheim) to detect GFP and/or DAPI signals after 24 h of incubation.

### Over-expression construct and transformation in Arabidopsis

The complete ORF of *OsGSTU4* was PCR amplified using gene-specific primers (TATTCTAGAATGGCCGGTGGAGGA and TATGGATCCTCAGTTGGTGGCAG) and cloned in pBI121 vector in *Xba*I and *Bam*HI restriction sites. Further, *pBI121:OsGSTU4* construct was confirmed by restriction digestion and sequencing and transformed into *Agrobacterium* strain GV3101. Agrobacterium-mediated transformation of Arabidopsis plants was performed via floral dip method [38]. Primary transformants were screened on MS medium containing kanamycin antibiotic selection and grown till homozygous stage (T_4_ and T_5_ generation) as described previously [33] for further analysis.

### Root growth inhibition and seed germination assays

To assay the response of WT and Arabidopsis transgenic seedling roots towards plant hormones, auxin (IAA) and abscisic acid (ABA), and abiotic stresses (salinity and oxidative), seedlings were grown vertically on Petri plates containing MS medium. After 5 days of growth, seedlings were transferred onto fresh MS medium supplemented with various concentrations of plant hormones (0.1, 0.5 μM IAA and 5, 10 μM ABA) and abiotic stresses (150 mM NaCl, 1 μM MV and 4 mM H_2_O_2_) and root growth of WT and transgenics were measured as described earlier [33]. For germination assay, seeds were plated on MS medium supplemented with 150 mM NaCl, 1 μM MV and 5 mM H_2_O_2_. Percentage of germination was recorded after 5 days as described previously [36].

### Leaf disc assays and estimation of chlorophyll content

To assess the effect of salinity and oxidative stresses on the leaves of transgenic Arabidopsis and WT plants, leaf disc assays were performed under control (water) conditions or in the presence of 100 mM and 200 mM NaCl for salinity stress and 5 μM and 10 μM MV for oxidative stress as described previously [36]. Chlorophyll content was measured from the non-stressed and stressed leaves by keeping them overnight in dark in 80% acetone. Absorbance was recorded at 645 and 663 nm using a UV-Vis spectrophotometer (Shimadzu 3000, Shimadzu Corporation, Tokyo). The total chlorophyll content was measured and normalized per gram of fresh weight sample as described [36].

### Phenotypic evaluation of transgenics under stress conditions

To evaluate tolerance towards salinity and oxidative stresses, WT and transgenic Arabidopsis seedlings were grown in Petri plates. Seedlings with uniform growth for WT and transgenic lines were transplanted into plastic pots after 15 days. Stress tolerance assay was performed on one-month-old Arabidopsis seedlings by irrigating them with 200 mM NaCl for salinity and 25 μM MV for oxidative stress. Phenotypic and growth parameters, such as plant height (growth), biomass and survival rate were scored after imposing one week of stress treatments.

### Reactive oxygen species (ROS) detection and measurement of GST activity

To detect ROS levels in WT and transgenic Arabidopsis plants, we estimated H_2_O_2_ and superoxide (O^2**•–**^) levels. The detached leaves from WT and transgenic Arabidopsis plants grown under non-stressed (water), salinity (200 mM NaCl) and oxidative (25 μM MV) stress conditions, were placed in 1 mg/ml solution (pH 3.8) of 3, 3′-diaminobenzidine (DAB) for detection of H_2_O_2_ and nitro blue tetrazolium (NBT) solution for O^2**•–**^ and incubated at room temperature for 4 h in dark. After staining, accumulation of H_2_O_2_ and O^2**•–**^ were detected as brown color precipitate and blue spots, respectively. The stained leaves were kept in absolute ethanol for 4 h to remove chlorophyll. Subsequently, the bleached leaves were transferred in 70% ethanol and photography was performed.

GST activity in the protein extracts of WT and transgenic plants under non-stressed, salinity and oxidative stress conditions was measured as described above. The estimation was carried out from at least three independent biological replicate samples.

### Real time PCR analysis

Total RNA was isolated from transgenic Arabidopsis seedlings by using TRI reagent according to manufacturer's instructions (Sigma Life Science, USA). First strand cDNA was synthesized using 1 μg total RNA. Real time PCR analysis was performed in three biological replicates as described previously [36] using gene-specific primers. For gene expression analysis in rice during various developmental stages, hormone and stress conditions, tissue and RNA samples were prepared as described previously [11]. The sequences of primers used for real-time PCR analysis are listed in Table S1. The *UBQ5* and *PP2A* genes were used as internal control for gene expression data analysis in rice and Arabidopsis, respectively.

### Microarray analysis

For microarray analysis, transgenic and WT plants were grown for two weeks under normal growth condition and three independent biological replicates were harvested. RNA isolation was done using TRI reagent (Sigma), and quality and quantity of RNA were checked by Agilent Bioanalyzer (Agilent Technologies, North Carolina, USA). Microarray experiment was performed using Affymetrix GeneChip 3′-IVT express kit according to manufacturer's instructions (Affymetrix, Santa Clara, USA) as described previously [36]. Gene ontology (GO) and metabolic pathway enrichment analyses were performed using BiNGO and AraCyc database, respectively, as described earlier [39]. The heatmaps showing the expression profiles of genes were generated using signal intensity values via MultiExperiment Viewer (v4.8). Microarray data have been submitted to Gene Expression Omnibus database under the series accession number GSE53152.

### Statistical analysis

Data of 10–12 seedlings for root growth measurement, 40–60 seeds for seed germination assay, four to five leaves for leaf disc assays and 10–12 plants for phenotypic evaluation from WT and transgenic plants were collected. Each experiment was repeated at least three times. Mean value and standard error (SE) were calculated. Student's t-test was performed to reveal significant differences between WT and transgenic lines. A *P*-value of ≤0.05 was considered significant.

## Results

### Differential accumulation of *OsGSTU4* transcripts

In our previous study, we observed differential expression of several GST gene family members in the presence of various plant hormones, and abiotic and biotic stresses; and majority of them belonged to tau class, based on microarray data analysis [11]. The transcript level of one of the tau class GST gene, *OsGSTU4*, was induced by dehydration, salt and cold stresses. This gene was found to be preferentially expressed in the root and seed development stages and also found to be highly up-regulated by plant hormones, abiotic and biotic stress conditions. Here, we sought to validate the role of *OsGSTU4* in various abiotic stress responses. We examined the expression of *OsGSTU4* in various tissues/developmental stages (root, mature leaf, Y leaf, and stages of panicle and seed development), and hormone (auxin, IAA and abscisic acid, ABA) and abiotic stress (dehydration, salinity, osmotic, cold and oxidative) treated samples via real-time PCR analysis (Figure 1A). We observed higher expression of *OsGSTU4* in root and various stages of seed development. We observed up-regulation of *OsGSTU4* in rice seedlings subjected to IAA and ABA treatments. Further, the transcript levels of *OsGSTU4* were elevated significantly under abiotic (salt, osmotic, desiccation and cold) and oxidative (MV and H_2_O_2_) stress conditions as well. The expression analysis of *OsGSTU4* in this study corroborated our previous observation [11].

**Figure 1:**
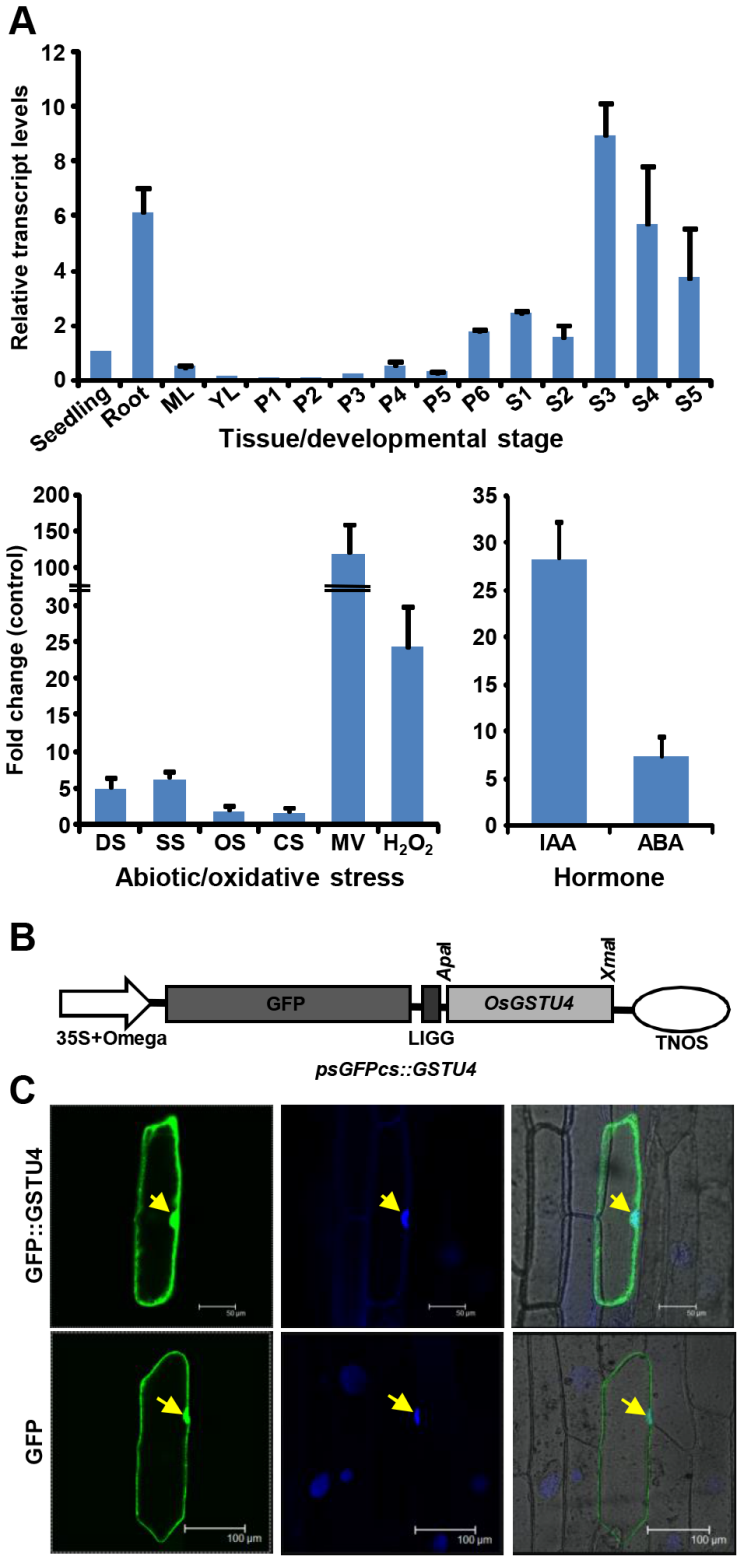
Gene expression analysis and sub-cellular localization of OsGSTU4. (A) Real-time PCR analysis showing transcript levels of *OsGSTU4* in various tissues/developmental stages (ML, mature leaf; YL, Y leaf; P1-P6 stages of panicle development; S1–S5, stages of seed development) and under hormone (IAA, auxin; ABA, abscisic acid), abiotic stress (DS, dehydration; SS, salinity; OS, osmotic; CS, cold_ and oxidative stress (MV, methyl viologen; H_2_O_2_, hydrogen peroxide) treatments. The relative mRNA levels as compared to seedling (for tissues/developmental stages) and control mock-treated samples (hormone and stress treatments) have been presented. (B) The *psGFPcs::GSTU4* construct used for transient expression in onion epidermal cells under the control of CaMV 35S promoter. (C) Images were observed in GFP filter (*left*), after DAPI staining (*middle*) and merged (*right*) by confocal microscopy after 24 h of incubation. In *psGFPcs:OsGSTU4*, GFP signal was detected in the nucleus and cytoplasm, whereas for psGFPcs (empty vector), GFP signal was detected in the whole cell. Arrows represent location of the nuclei.

### Sub-cellular localization of OsGSTU4

To investigate the subcellular localization of OsGSTU4, we cloned *OsGSTU4* coding sequence in psGFPcs vector and expressed the fusion protein transiently in onion epidermis cells and Arabidopsis leaf epidermal cells under the control of 35S promoter (Figure 1B). The GFP fusion protein of OsGSTU4 was found to be localized in nucleus and cytoplasm (Figure 1C, Figure S1). However, GFP alone was found to be distributed in the whole cell. The N-terminal fusion may not affect the localization of OsGSTU4. Previous studies have revealed the localization of other proteins in different cell compartments via C-terminal fusion using the same vector [35], [36].

### Over-expression of *OsGSTU4* improves tolerance to various stresses in *E. coli*

The complete ORF of *OsGSTU4* was cloned in pET28a vector and expressed in *E. coli* to check the response to various stresses. After induction with 1 mM IPTG, protein extracts were analyzed by SDS-PAGE. The analysis showed induction of ∼25 kDa protein in *pET28a:OsGSTU4* transformed cells, which was absent in uninduced cells (Figure 2A). Solubility analysis revealed that most of the induced protein was present in the supernatant (soluble fraction). The 6xHis:OsGSTU4 protein was purified from the soluble fraction to homogeneity using nickel-charged affinity column (Figure 2A).

**Figure 2:**
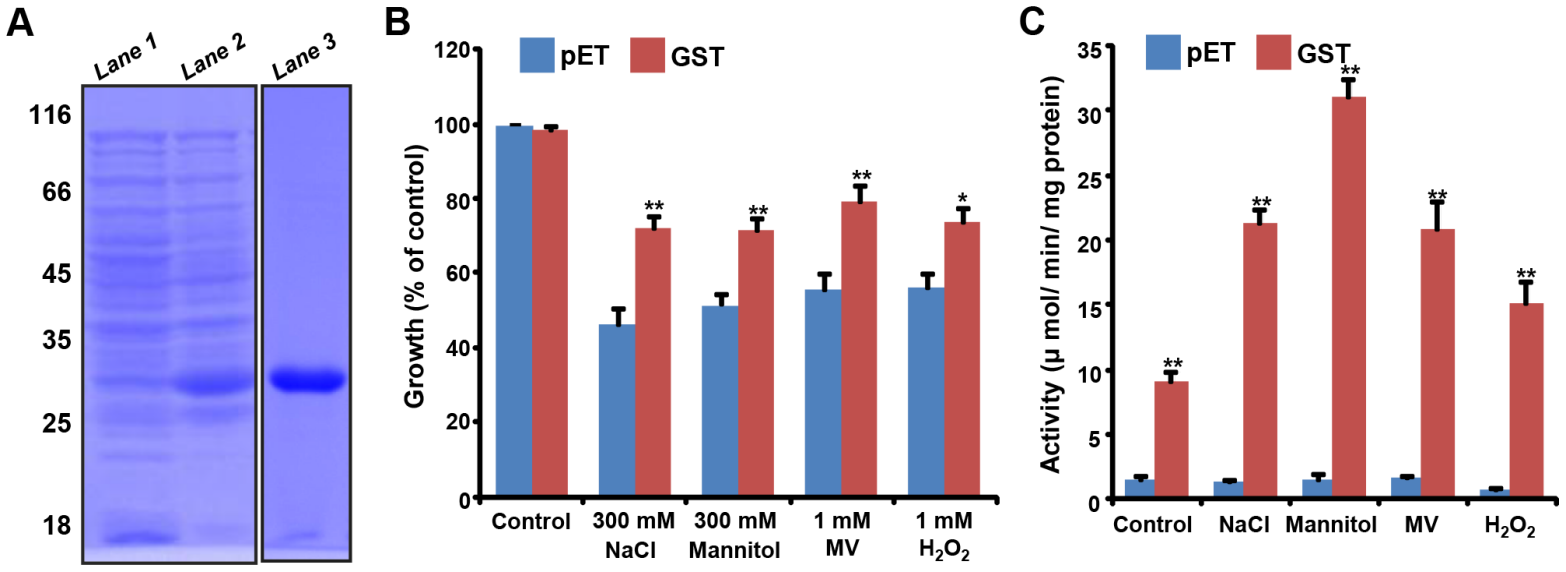
Expression of *OsGSTU4* in *E. coli* and evaluation of stress responses. (A) SDS-PAGE (12%) analysis showing induction and purification of 6xHis:OsGSTU4 protein (*Lane 1*, *OsGSTU4* transformed uninduced cells; *lane 2*, *OsGSTU4* transformed cells induced with 1 mM IPTG; *lane 3*, 6x:His:OsGSTU4 purified (∼25.5 kDa) protein). (B, C) Growth and GST activity of *E. coli* cells under various stresses (mentioned below each bar). (B) Growth of *E. coli* cells into empty vector (pET) and *pET28a:OsGSTU4* (GST) transformed cells under different stress treatment. (C) GST activity in crude soluble protein, extracted from pET28a (pET) and *pET28a:OsGSTU4* (GST) transformed *E. coli* cells under different stress conditions. Percentage of growth and activity under stress conditions has been given relative to the percentage of growth under control condition. Data were obtained from three independent replicates and are means ± SE. Data points marked with asterisk (*P≤0.05 and **P≤0.01) indicate statistically significant differences.

To understand the role of *OsGSTU4* in stress protection, we investigated the growth pattern of *E. coli* transformed with *pET28a:OsGSTU4* or empty vector under various stress conditions. We did not observe any significant difference in the growth of *pET28a:OsGSTU4* and pET28a transformed cells under non-stressed condition. However, better growth of *pET28a:OsGSTU4* transformed cells was observed under various stress conditions, including salinity (26%), osmotic (20%) and oxidative (MV, 24% and H_2_O_2_, 18%) stresses (Figure 2B). Further, we measured the GST activity in the crude protein samples extracted from *pET28a:OsGSTU4* and pET28a transformed cells. The results showed higher GST activity in *pET28a:OsGSTU4* transformed cells as compared to the pET28a transformed cells under different stress conditions analyzed (Figure 2C). These results suggested that over-expression of OsGSTU4 improves stress tolerance in *E. coli*.

### Over-expression of *OsGSTU4* in Arabidopsis plants

To study the role *OsGSTU4 in planta*, we expressed *OsGSTU4* in Arabidopsis plants under the control of CaMV 35S promoter (Figure 3A). Fifteen kanamycin-resistant plants were obtained via floral-dip transformation and grown to the homozygous stage as described previously [36]. Five transgenic lines, 19A, 21A, 25A, 26A and 28A were selected for further analysis. PCR analysis confirmed the presence of transgene in the transgenic plants. All the obtained transgenic lines showed no significant phenotypic/growth differences as compared to WT under normal growth conditions (Figure S2A, B). Similar type of phenotype in transgenic Arabidopsis and WT, indicates that overexpression of *OsGSTU4* does not affect growth and development of Arabidopsis plants. Similar result was observed in transgenic tobacco [20] and transgenic Arabidopsis plants also [36]. Over-expression of the *OsGSTU4* in transgenic plants was confirmed by real-time PCR analysis. All the transgenic lines showed the expression of transgene with varied transcript levels as compared to no detectable expression in WT (Figure 3B). Three transgenic lines (21A, 26A and 28A) were selected for further analysis on the basis of different levels of transgene expression and enough seed availability.

**Figure 3:**
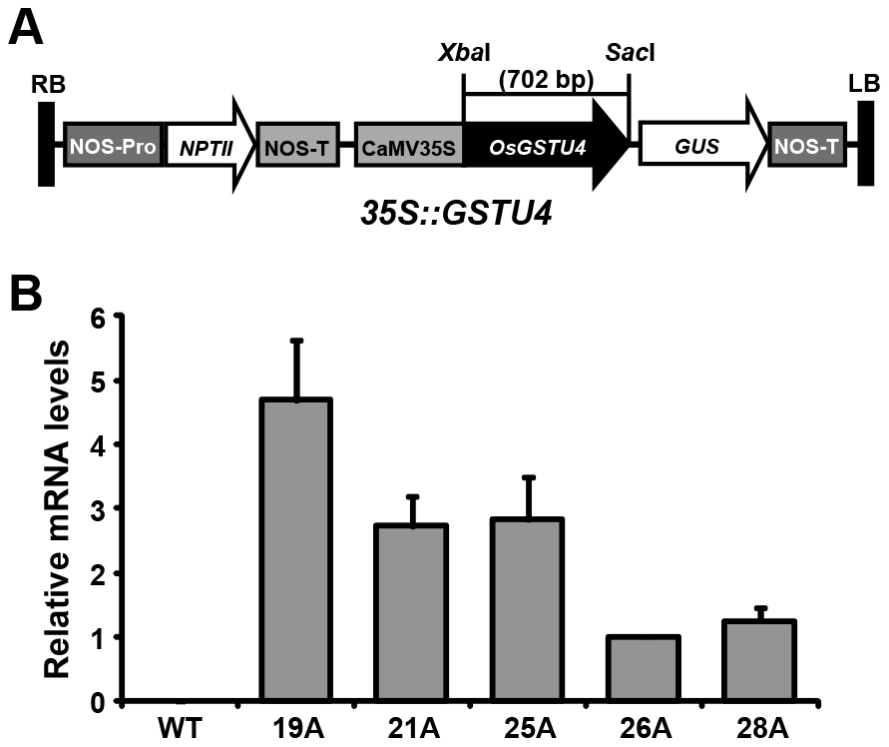
Over-expression of *OsGSTU4* in transgenic Arabidopsis plants. (A) Schematic representation of *35S:OsGSTU4* construct used for over-expression in Arabidopsis. The complete ORF of *OsGSTU4* was cloned in pBI121 vector carrying 35S promoter (B) Real-time PCR analysis of WT and transgenic Arabidopsis plants, showing the expression of *OsGSTU4* in five homozygous transgenic lines (19A, 21A, 25A, 26A and 28A) with no detectable expression in WT. The expression of *OsGSTU4* in homozygous transgenic lines are shown relative to 26A line exhibiting the lowest expression of the transgene. The expression of *PP2A* gene was used as internal control. Data are mean ± SE from three biological replicates.

### Reduced sensitivity of *OsGSTU4* over-expression transgenic Arabidopsis plants to auxin and ABA

To examine the response of transgenic plants with respect to plant hormones, IAA and ABA, root growth inhibition assays were performed. The root growth of transgenic and WT seedlings on various concentrations of IAA (Figure 4A) and ABA (Figure 4B) was analyzed. We found better root growth for transgenic plants after 5 days of growth as compared to WT. The inhibition in root growth of different transgenic lines was 14–29% and 9–25% lower in the presence of 0.1 μM and 0.5 μM IAA, respectively. Likewise, transgenic plants showed lesser root growth inhibition on 5 μM (18–42% lesser) and 10 μM (5–30% lesser) on ABA as compared to WT (Figure 4B). These observations suggested lower sensitivity of transgenic Arabidopsis plants towards auxin and stress hormone ABA.

**Figure 4:**
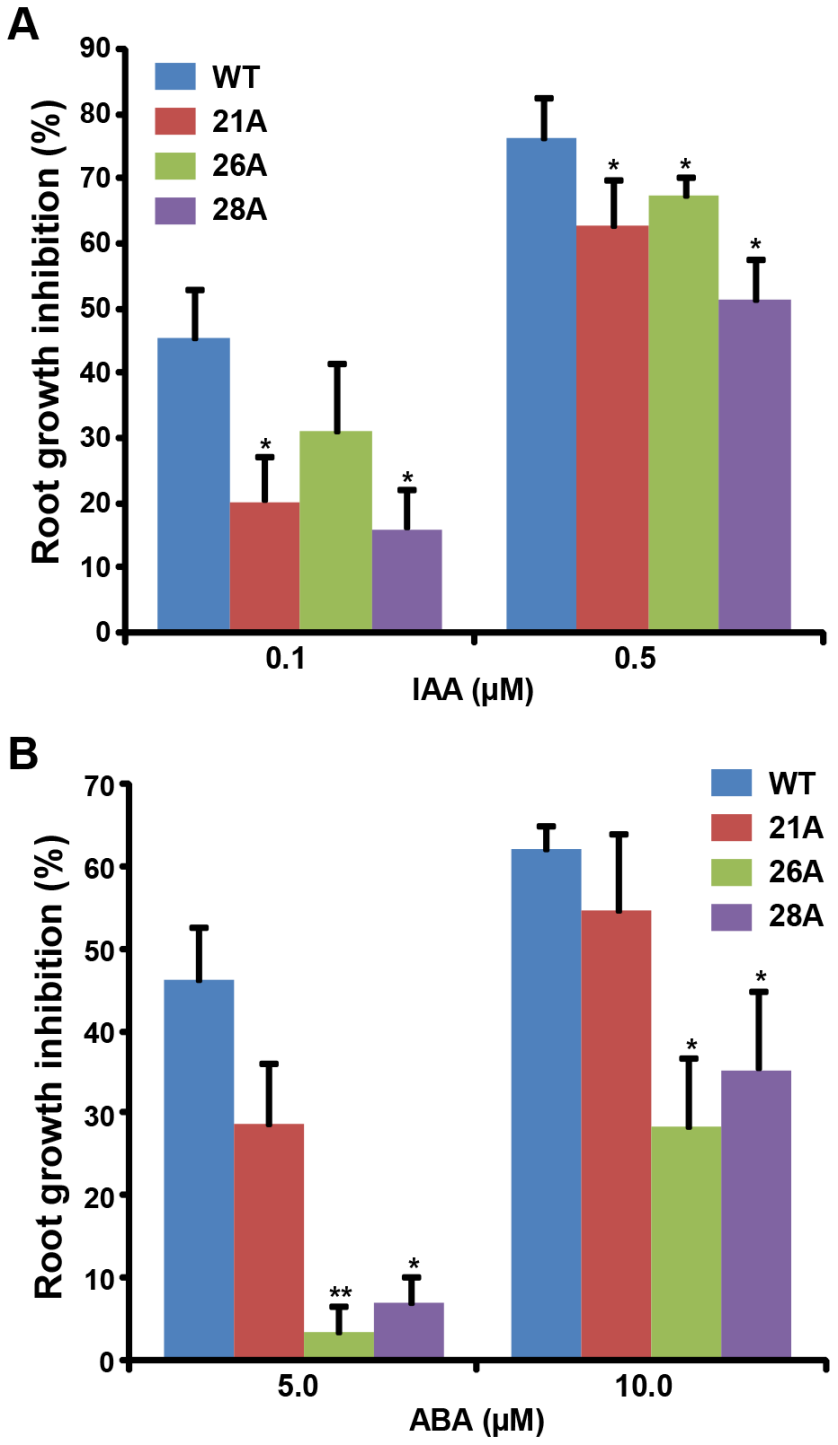
Effect of auxin and stress hormone ABA on transgenic plants. Reduced root growth inhibition (A, B) of *35S:OsGSTU4* transgenic lines in the presence of IAA (A) and ABA (B). Root length of transgenic Arabidopsis and WT seedlings were measured after 5 days of growth on MS medium or IAA and ABA supplemented MS medium. Root growth inhibition of IAA and ABA treated seedlings was expressed as percentage of control incubated on IAA- and ABA-free medium. The experiment were repeated at least three times and values presented are mean ± SE. Data points marked with asterisk (*P≤0.05 and **P≤0.01) indicate statistically significant difference between WT and transgenic lines.

### Enhanced salinity and oxidative stress tolerance of *OsGSTU4* over-expression transgenic Arabidopsis plants

Further, we analyzed the response of transgenic and WT plants to various abiotic stresses. In root growth assays, we observed increased tolerance in roots of transgenic lines under salinity and oxidative stresses. The root growth of transgenic lines was better under salinity and oxidative stress as compared to WT. The root length of transgenic seedlings was significantly higher in the presence of 150 mM NaCl (11–20%), 1 μM MV (3–5%) and 4 mM H_2_O_2_ (15–17%) (Figure 5A). In seed germination assays also, we found reduced sensitivity of transgenic lines at 150 mM NaCl, 1 μM MV and 5 mM H_2_O_2_ (Figure 5B) as compared to WT plants. The seed germination was higher on 150 mM NaCl (10–15%), 1 μM MV (11–15%) and 5 mM H_2_O_2_ (11–14%) in different transgenic lines. However, we did not find any difference due to osmotic stress in seed germination and root growth under various concentrations of mannitol (data not shown).

**Figure 5:**
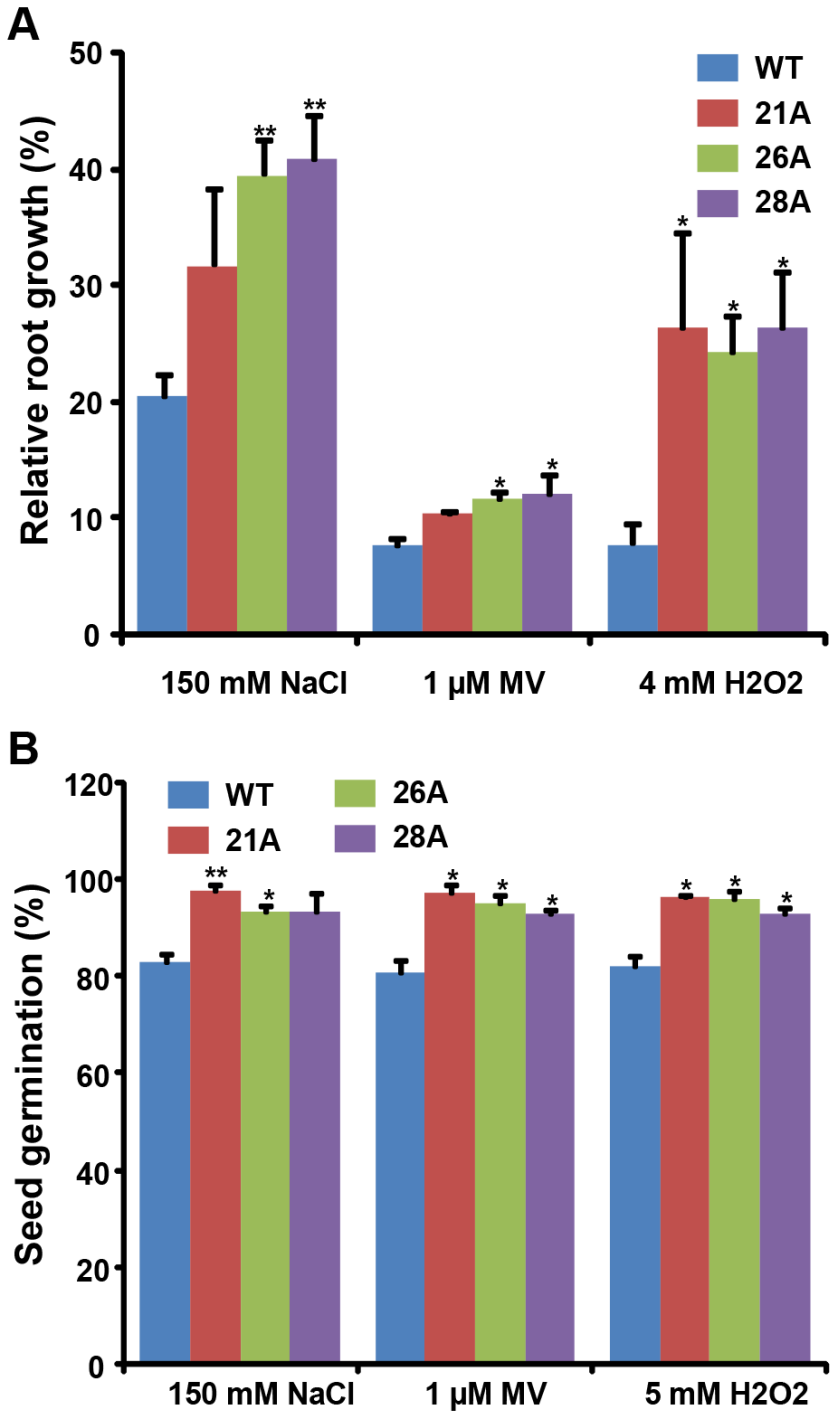
Root growth and seed germination assays showing response of WT and OsGSTU4 over-expression transgenic plants to salinity and oxidative stress. Comparison of root growth (A) and seed germination (B) of WT and transgenic Arabidopsis lines under salinity and oxidative stresses. (A) Increased percentage of relative root growth in transgenic Arabidopsis seedlings in response to salinity (150 mM NaCl) and oxidative (1 μM MV and 4 mM H_2_O_2_) stress. Root growth of seedlings under stress conditions was expressed as percentage of controls incubated on MS medium. (B) Enhanced seed germination in Arabidopsis transgenic lines expressing *OsGSTU4* in the presence of 150 mM NaCl, 1 μM MV and 5 mM H_2_O_2_. The number of germinated seeds was expressed as the percentage of total number (40–60) of seeds plated. All the experiments were repeated three times and values are mean ± SE. Significance analysis was done by Student's t-test (*P≤0.05, **P≤0.01).

To further confirm the salinity and oxidative stress tolerance of *OsGSTU4* expression transgenic plants, leaf disc assays were performed in the presence of various concentrations of NaCl and MV. The results showed less chlorosis in the leaves of transgenic plants as compared to WT under stress conditions (Figure S3). This stress-tolerant phenotype was further confirmed quantitatively by detection of higher levels of chlorophyll content in transgenic plants under salinity (Figure 6A) and oxidative stress (Figure 6B) conditions. Under non-stressed condition, chlorophyll content and phenotype was similar in both, WT and transgenic lines. However, with increasing concentration of salinity and oxidative stresses, both transgenic and WT plants showed higher chlorosis, having lower chlorophyll content as compared to the control conditions, but the effect was more severe in WT plants. During salinity stress, chlorophyll content was (19–32%) higher at 100 mM NaCl and (21–32%) higher at 200 mM NaCl in transgenic plants as compared to WT. In the presence of oxidative stress, the percentage of chlorophyll was higher at 5 μM (7–9%) and 10 μM (6–8%) MV in transgenic plants as compared to WT.

**Figure 6:**
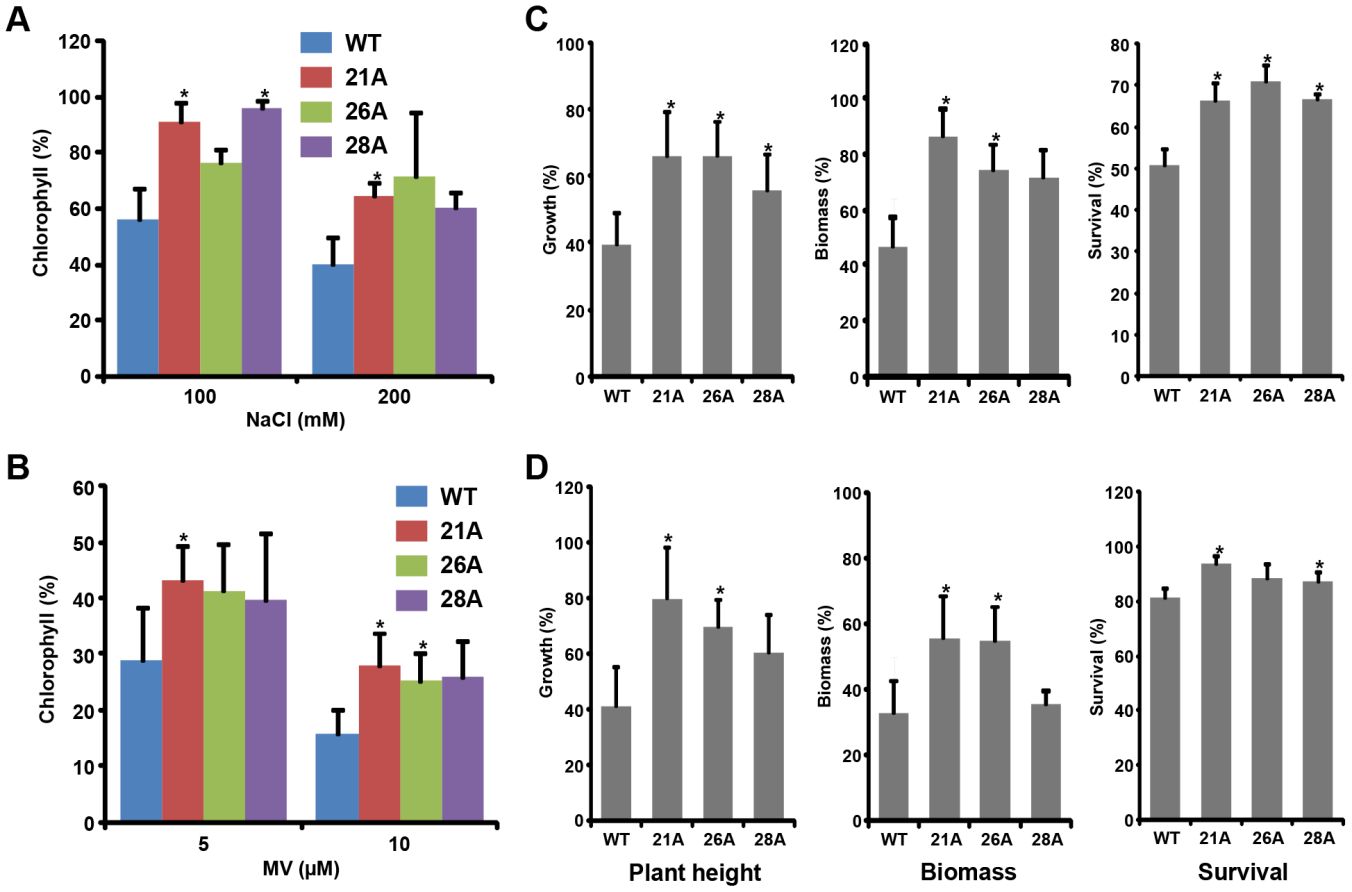
Effect of salinity and oxidative stresses on *OsGSTU4* over-expression Arabidopsis transgenic lines. Comparison of chlorophyll content (A, B), plant height, biomass and survival rate (C, D) under salinity (A, C) and oxidative (B, D) stress conditions. (A, B) The chlorophyll content in WT and transgenic lines under stress condition are shown relative to the chlorophyll content under control condition. (C, D) Various phenotypic parameters of transgenic Arabidopsis and WT plants in the presence of 200 mM NaCl (C) and 25 μM MV (D) have been given. Percentage of growth (plant height), biomass and survival under salinity and oxidative stress condition was expressed as the percentage of plant growth under control condition. Values are mean ± SE from three independent experiments. Data points marked with asterisk (*P≤0.05) indicate statistically significant difference between WT and transgenic lines.

Further, to measure the tolerance of mature transgenic plants towards various abiotic stresses, one month old plants of three transgenic lines, 21A, 26A and 28A, along with WT, were irrigated with water (control), 200 mM NaCl (salinity stress) and 25 μM MV (oxidative stress). There were no phenotypic differences between WT and transgenic lines under control conditions. However, transgenic plants showed tolerant phenotype (remained green and less growth retardation) and were healthier than WT under stress conditions. After treatment, WT plants showed more wilting as compared to transgenic lines. After one week of treatments, phenotypic features (height of the plants (growth), biomass (plant weight) and survival rate) were recorded. These parameters further confirmed the tolerant phenotype of transgenic lines at quantitative level. During salinity stress (200 mM NaCl), we observed tolerant phenotype (Figure S4A) in transgenic plants with (16–27%) higher plant growth, (28–46%) higher biomass and better survival rate in different transgenic lines as compared to WT (Figure 6C). Under oxidative stress (25 μM MV) condition also, both the WT and transgenic plants showed growth retardation, however the extent of retardation was lesser in transgenics as compared to WT. We observed stress tolerant phenotype (Figure S4B), better growth (19–39% higher), increased biomass (21–28% higher) and increased survival rate in different transgenic lines as compared to WT (Figure 6D). Stress tolerant phenotype (both phenotypic and quantitative level) of Arabidopsis transgenic plants, suggested that the over-expression of *OsGSTU4* in Arabidopsis increased the tolerance to salinity and oxidative stresses.

### GST enzyme activity and ROS level in Arabidopsis transgenic lines

To investigate the potential mechanism of improved stress tolerance, we measured the GST activity and ROS levels in transgenic *Arabidopsis* and WT plants. The results showed that GST activity was slightly higher in the transgenics as compared to WT plants and was comparable among the transgenic lines under control conditions (Figure 7A). Further, it was found that GST activity was significantly enhanced in the transgenics under salinity and oxidative stress conditions as compared to WT plants (Figure 7A).

**Figure 7:**
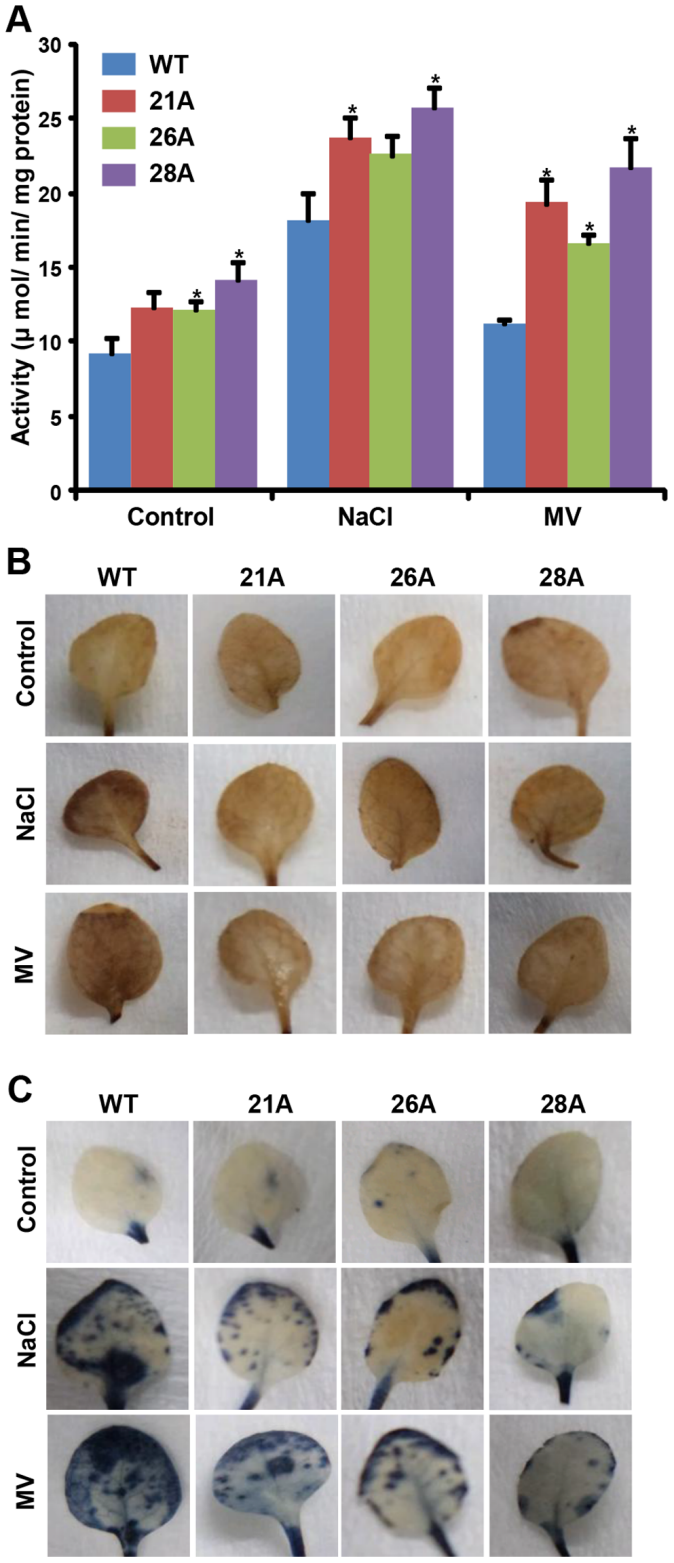
GST activity and ROS levels of WT and transgenic plants during salinity and oxidative stresses. GST activity (A), H_2_O_2_ (B) and O^2**•–**^ (C) levels in transgenic Arabidopsis and WT plants under salinity and oxidative stress condition. (A) Graph showing increased GST activity in transgenic Arabidopsis lines expressing *OsGSTU4* in the presence of 200 mM NaCl and 25 μM MV. (B, C) Decreased ROS [H_2_O_2_ (B) and O^2**•–**^ (C)] level in the leaves of transgenic Arabidopsis as compared to WT in response to salinity and oxidative stress. The experiments were repeated at least three times and values are mean ± SE. Data points marked with asterisk (*P≤0.05) indicate statistically significant differences between WT and transgenic lines.

ROS (H_2_O_2_ and O^2**•–**^) levels were also measured in leaves of transgenic and WT plants, respectively, under non-stressed and stressed conditions. The leaves of WT plants showed higher level of H_2_O_2_ (Figure 7B) and O^2**•–**^ (Figure 7C) under salinity and oxidative stress conditions, respectively. However, lower accumulation of H_2_O_2_ and O^2**•–**^ was observed in transgenic plants during salinity and oxidative stress conditions (Figure 7B, C), which further confirmed the stress tolerance of OsGSTU4 over-expressing plants. Together, these results suggest that the improved tolerance of transgenic lines to salinity and oxidative stresses might be, at least in part, due to lower accumulation of ROS.

### Global gene-expression analysis in transgenic Arabidopsis

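RNA from whole seedlings was measured on 4 Affymetrix arrays, 2 labelled WT and 2 labelled 35S:OsGSTU4, the construct in which the constitutive CaMV 35S promoter drives the rice gene. An array of this kind reads each transcript with a probe set, a group of short oligonucleotides, after the RNA has been copied and labelled from its 3′ end with the GeneChip 3′-IVT express kit. The labels give Columbia seedlings at 14 days and name no transgenic line. The titles and genotype fields of the transgenic arrays read GST overexpression, without naming the gene, and 35S:OsGSTU4 stands for that label here as the paper describes the line. One sentence of the submitters' design text names a GRX line instead. They count 2 biological replicates for each genotype, grown at 16 h of light and 8 h of darkness, whereas the paper's methods give 3 replicates and 14 h of light with 10 h of darkness. The values are the authors' log2 signals, one per probe set and array. The submitters' processing notes name RMA, which gives every array the same distribution of signals, but the deposited values are not on such a scale. On the linear scale the mean of the signals between the 2nd and the 98th percentile was close to 500 on each array, as a global scaling of MAS5 type would leave it, and each array had probe sets at exactly 0. Median log2 signals were 7.29 and 7.38 on the arrays labelled WT, and 7.41 and 7.42 on those labelled 35S:OsGSTU4. Across the tested probe sets, which are not independent replicates, the arrays labelled WT correlated with each other at 0.901 and those labelled 35S:OsGSTU4 at 0.909. Both arrays labelled WT correlated more highly with an array of the other genotype, at 0.909 and 0.902, while those labelled 35S:OsGSTU4 had at most 0.909 and 0.902 with the other genotype, no higher than with each other. After 64 control probe sets had been set aside, 22746 probe sets were tested on the values as deposited with limma, a linear model that moderates each variance by those of all other probe sets. The platform annotation gives 13513 of them 1 gene and 503 several genes, and the other 8730 are unnamed here. A gene with several probe sets was represented by the brightest one, which gave 13355 genes. A gene is called measured where the annotation names a probe set for it alone. Genes not called measured may still be read by the unnamed probe sets or by those of several genes. Differences are given as arrays labelled 35S:OsGSTU4 minus arrays labelled WT, and their direction is opposite to the study's at all 63 probe sets of Table S2, so groups are called by their labels throughout. The paper's real-time PCR (Figure 8C) runs the paper's way, which does not settle the direction of the arrays, and no probe set is named for the rice transgene. The number of arrays limits the precision: 2 arrays against 2 cannot give an exact permutation p below 0.333.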

To study the effect of *OsGSTU4* over-expression on global gene expression in Arabidopsis, microarray analysis of WT and transgenic line (26A) grown under normal growth condition was performed. The data analysis identified a total of 63 genes (45 up-regulated and 18 down-regulated) significantly (fold change ≥2.0 with *P*-value ≤0.05) differentially expressed in the transgenic line as compared to WT (Table S2). 

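In the arrays labelled 35S:OsGSTU4, 542 probe sets were higher and 532 were lower than in the arrays labelled WT past the thresholds of the paper, with P taken from limma and not adjusted. Those with a single gene name numbered 368 and 341. Among the higher ones was the plastid gene psbC, which encodes the CP43 antenna protein of photosystem II, at 11.58 ± 0.37 (SD, n = 2) against 9.08 ± 0.17 (SD, n = 2) in log2 signal. Among the lower ones were UGT73B4, a glucosyltransferase gene, at 6.32 ± 0.00 against 7.95 ± 0.74 (SD, n = 2 each), and the alkenal reductase-like gene AT5G16980, at 7.05 ± 0.31 against 8.90 ± 0.07. Groupings that mix the genotypes passed similar numbers: 1107 for replicate number 1 against 2 and 942 for the crossed grouping, beside 1074. The counts alone therefore do not set the genotypes apart. Large differences came from dim probe sets. Among probe sets past the thresholds with a single gene name and arrays that do not overlap, the 12 largest in the higher direction ran from 3.94, at the glutathione S-transferase gene GSTF13, to 4.70, and the 12 largest in the lower direction from -4.95 to -4.21, among them UGT84B1, a glucosyltransferase gene acting on auxin, at -4.37. All 24 had a mean below the median probe set, the highest at 3.75, and 8 of them stood at 0 on at least 1 array. Of all 1074 probe sets past the thresholds, 1015 (94.5%) had a mean at or below the median, and among the 11373 probe sets above it 49 were higher and 47 lower. No probe set passed an adjusted p of 0.05 in limma (smallest adjusted p = 0.378), although 1317 had an unadjusted P under 0.05. The methods' t-test gave 239 higher and 240 lower at the same thresholds and 0 after adjustment, with 1381 under 0.05 unadjusted. With a variance that follows signal intensity, limma called 2 probe sets, psbC (adjusted p = 0.0316) and psbZ (adjusted p = 0.0451), both higher in the arrays labelled 35S:OsGSTU4. Without WT replicate 1 the thresholds took 859 higher and 849 lower, without WT replicate 2 they took 1161 and 654, without 35S:OsGSTU4 replicate 1 they took 596 and 810, and without its replicate 2 they took 497 and 789.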

Broadly, these genes encode for proteins involved in stress responses, transcription factors, photosynthesis and cellular detoxification processes. Many of these genes were well-known stress-responsive genes. 

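Genes encoded in the plastid genome were higher as a group in the arrays labelled 35S:OsGSTU4. Of 85 such genes 69 were measured, and all 69 had a higher mean there, or 62 of 69 with each array centred on its median and 68 of 69 after quantile normalization. Their median log2 difference was 0.93, with 20 past the thresholds of the paper, 0 at an adjusted p under 0.05 and 0 when adjusted over the list alone. The arrays of both genotypes stood apart at 47 of the 69. Interchangeable arrays would stand apart in this direction at 16.7% of genes. That share is too low a baseline here, as both arrays labelled 35S:OsGSTU4 had higher medians than both labelled WT. The 69 genes were also read on the same 4 arrays, so they are not independent outcomes. The gene with the largest difference was petL, a small subunit of the cytochrome b6f complex, at 9.57 ± 1.68 against 6.07 ± 0.33 in log2 signal (SD, n = 2 each). In the same complex petN differed by 2.69 (standard error 0.75), and in the NADH dehydrogenase-like complex ndhH differed by 3.45 (0.31) and ndhE by 2.65 (0.74). Across the alternatives petL ran from 2.31 to 4.68 and ndhH from 3.18 to 3.72, so petL did not always have the largest difference. The photosystem II gene psbZ had 2.07 (0.26), and rbcL, which encodes the large subunit of Rubisco, had 1.03 (0.26). The smallest difference was that of rps4, a ribosomal protein gene, at 0.01 (0.28) with a signal of 15.07. The difference was smaller at brighter probe sets: 24 plastid genes with a signal under 9 in the arrays labelled WT had a median of 1.86, and 16 with a signal of 13 or more had 0.17. The signal in the arrays labelled WT also enters the difference, so part of this trend can come from the grouping itself. Of 54 nuclear genes of photosynthesis, 9 were measured, 8 higher and 1 lower, with a median of 0.13, none past the thresholds of the paper and 0 when adjusted over the list alone. Of these, 7 had a signal of 13 or more, with a median of 0.13 near that of plastid genes as bright. The antenna gene LHCB4.2 had 0.87 (0.44) and RCA, the Rubisco activase gene, 0.16 (0.27). Camera, a test of whether a list differs from all other genes, gave the plastid list an adjusted p = 6.52e-17 over 17 lists with its preset correlation, and an adjusted p = 0.694 with an estimated correlation. Fisher's exact test found 20 of the 69 plastid genes among the 363 genes higher past the thresholds (odds ratio 15.4, adjusted p = 1.68e-14 over the lists). That test counts genes as independent draws, though all were read on the same 4 arrays, so its p does not measure replication between plants. The nuclear list had an adjusted p = 0.624 with the preset correlation. Beside this difference, the gap between the 3′ and 5′ control probe sets of actin, a measure of how complete the labelled RNA is, was 3.48 and 3.53 in the arrays labelled WT and 4.07 and 3.76 in those labelled 35S:OsGSTU4. For GAPDH the gap was 1.01 and 0.96 in the arrays labelled WT, and 1.05 and 1.36 in the others, so replicate 1 of 35S:OsGSTU4 was close to WT. These gaps stand beside every other difference between the groups. Table S2 prints 8 of the plastid genes and was made from these arrays, so the list is not independent evidence of its direction.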

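Most measured genes of heat and oxidative stress had lower means in the arrays labelled 35S:OsGSTU4, none of them past a test of its own. Of 30 heat shock genes 9 were measured, 2 higher and 7 lower, with a median log2 difference of -0.31. The small heat shock protein gene HSP22 had -2.45 (standard error 0.95) and HSP17.6B-CI (AT2G29500) -1.18 (0.47). HSP22 stood at 5.13 and 5.57 in the arrays labelled WT and at 4.09 and 1.70 in the others, so the size of its difference rested largely on 1 array. Of 11 genes that respond to reactive oxygen, 6 were measured, 1 higher and 5 lower, with a median of -0.48. In this list UPOX had -0.87 (0.47) and ZAT10, a zinc finger repressor of stress responses, -0.41 (0.43). Of 36 antioxidant enzyme genes 5 were measured, 2 higher and 3 lower, with a median of -0.13, from MDAR2 at -0.55 (0.31) to the thylakoid ascorbate peroxidase gene TAPX at 0.30 (0.28). No member of these 3 lists passed the thresholds of the paper, and 0 passed when adjusted over the list alone. Among genes of Figure 8, AT3G60420 was lower past the thresholds of the paper at -1.49 (0.50), and AT3G13950, AT3G16330 and AT1G65690 had -0.96, -0.93 and -0.44, the last of which turned to 0.16 when an array was left out. Camera gave an adjusted p = 0.198 for the heat shock list, 0.198 for the reactive oxygen list and 0.624 for the antioxidant list. Without WT replicate 1 the adjusted p was 0.814 for both heat shock and reactive oxygen, and without WT replicate 2 it was 0.0140 and 0.0210. With the intensity trend it was 0.0473 and 0.0158, and with an estimated correlation it was an adjusted p = 0.694 for both. Above the median mean it was 0.00860 for reactive oxygen, over the 4 members that remained. Table S2, which was made from these arrays, prints 4 of the 30 heat shock genes, and of the 9 measured only HSP17.6B-CI. With the direction turned, as in Table S2, 7 of the 9 heat shock genes and 5 of the 6 reactive oxygen genes are higher. None of the 14 listed genes of salt and ion transport had a probe set named for it alone. The paper states that several stress-associated genes were higher in the transgenic plants than in WT under control conditions, and that many of them act in detoxification, stress responses and transcription regulation.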

Further, we performed GO enrichment analysis to identify the biological processes significantly altered in the transgenic plants. 

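Genes that respond to electrophiles and xenobiotics, which encode enzymes and transporters of detoxification, were lower as a group in the arrays labelled 35S:OsGSTU4. Of 24 listed 6 were measured and all 6 were lower, with a median log2 difference of -1.09, 2 past the thresholds of the paper and 1 when adjusted over the list alone. The last was AT5G16980, related to the alkenal reductase AER, at -1.86 (standard error 0.27, adjusted p = 0.0255 over the list alone and 0.449 over all probe sets from limma). UGT73B4 was the other past the thresholds, at -1.63 (0.45). AER itself had -0.67 (0.23) and the transporter gene DTX4 -1.45 (0.75). DTX4 stood at 5.86 and 5.37 in the arrays labelled WT and at 5.08 and 3.25 in the others, so the size of its difference rested largely on 1 array. Of 45 pathogen defence genes 9 were measured, 2 higher and 7 lower, or 1 higher and 8 lower with centred arrays, with a median of -0.73, none past the thresholds and 0 when adjusted over the list alone. FOX1 (AT1G26380), an oxidoreductase gene of indole metabolism in defence, had -1.17 (0.59), the lipid transfer protein gene AZI3 -1.11 (0.56) and the transcription factor gene WRKY53 -0.55 (0.43). Camera gave an adjusted p = 0.00100 for the electrophile list and 0.0201 for the defence list with its preset correlation, and an adjusted p = 0.694 for each with an estimated correlation. Table S2 was made from these arrays and prints 5 genes of the whole first list and 4 of the whole second. Of the measured members it prints only UGT73B4 in the first, and FOX1 and AT4G12500 in the second. The lists were written after Table S2 had been read, so neither is independent evidence of its direction. Of 29 genes of sulfate assimilation and glutathione synthesis 3 were measured, 2 higher and 1 lower, with a median of 0.02 and a mean of -0.01 (camera adjusted p = 0.990). With arrays centred on their medians or quantile normalized, 1 was higher and 2 were lower. The 2 genes of this list that Table S2 prints had no probe set named for them alone here, so these values do not bear on them. Of 37 auxin response genes, of which Table S2 prints 1, 11 were measured, 4 higher and 7 lower, or 5 higher and 6 lower after quantile normalization, with a median of -0.04 and a mean of -0.10 where camera's direction was upward (adjusted p = 0.648). GH3.3, which conjugates auxin to amino acids, had 0.99 (0.32). It is 1 of 3 members above the median mean, with HAT2 at 0.79 (0.37) and GH3.5 at 0.60 (0.29), and all 3 were higher. Among such bright probe sets alone the auxin list had an adjusted p = 0.00273, over a range of 0.00164 to 0.972 across all alternatives. Over all members it had an adjusted p = 0.903 with an estimated correlation, and none of the 3 passed the thresholds of the paper. Of 36 abscisic acid response genes 5 were measured, 2 higher and 3 lower, with a median of -0.07 (camera adjusted p = 0.648). None of the 18 genes of jasmonate and wounding had a probe set named for it alone. No member of the sulfate and hormone lists passed the thresholds, and 0 passed when adjusted over the list alone. Among the 331 genes lower past the thresholds, 2 of the 6 electrophile genes were found (odds ratio 19.8, adjusted p = 0.146 by Fisher's exact test, run after the values were seen), and the defence, sulfate and hormone lists had an adjusted p = 1. The electrophile list's adjusted p was 0.0773 without WT replicate 1 and 0.102 without 35S:OsGSTU4 replicate 2, and the defence list's was 0.663 and 0.591, with 0.0854 for it with the methods' t-test. It was 0.0630 when arrays were centred on nuclear genes and the organelle lists left out, and 0.0460 with arrays centred on their medians and all lists kept.

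**Figure D1:**
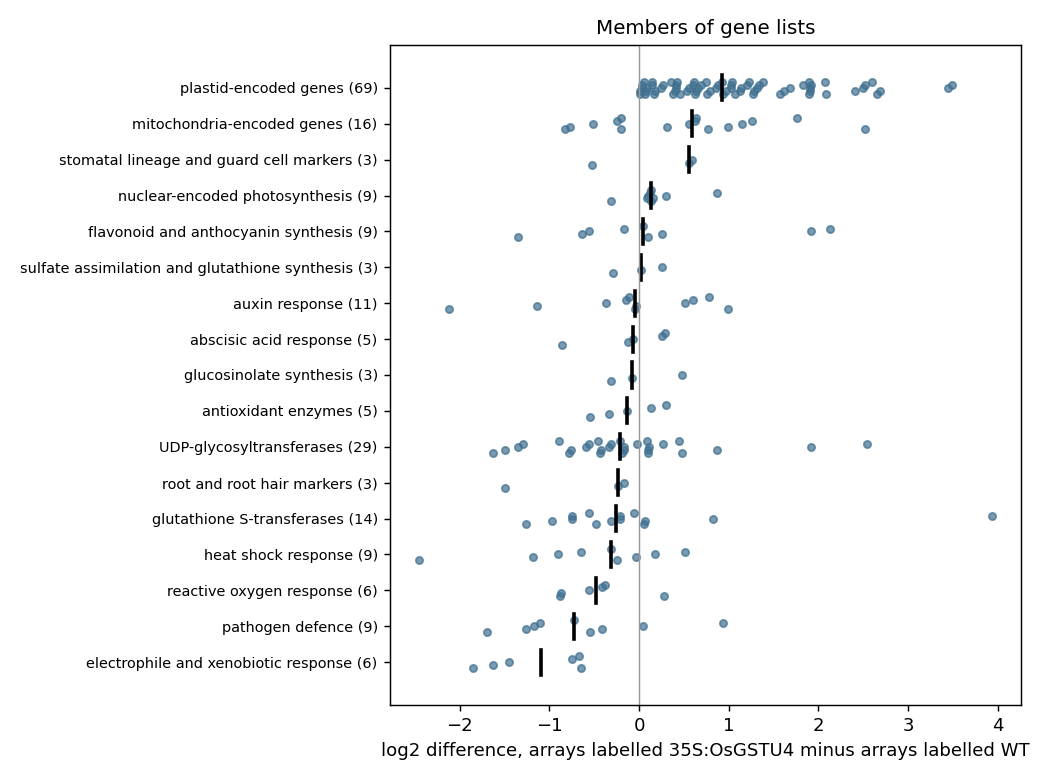
Log2 difference of each measured member (points) of 17 gene lists, arrays labelled 35S:OsGSTU4 minus arrays labelled WT, 2 arrays each, with each list's median as a black bar and the number of members in brackets. As labelled, the electrophile list has the lowest median (-1.09) and the plastid-encoded genes the highest (0.93), and with the direction turned, as in Table S2, both signs and the order reverse.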

We found that GO terms, toxin metabolic processes, response to oxidative stress, defense response, sulfate reduction and response to hormone stimulus were significantly enriched in the up-regulated genes in transgenic plants (Figure 8A, B). 

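Of 53 glutathione S-transferase genes, whose enzymes conjugate glutathione to toxic compounds, 14 had a probe set named for them alone. In the arrays labelled 35S:OsGSTU4 4 were higher and 10 lower. With arrays centred on their medians 2 were higher and 12 lower, and after quantile normalization 3 were higher and 11 lower. The median log2 difference was -0.26. GSTF13 passed the thresholds of the paper, at 3.94 (standard error 0.33), and was the 1 member to pass when adjusted over the list alone, but its signal was dim, at 1.25 ± 0.34 against 5.18 ± 0.31 (SD, n = 2 each). Brighter members included GSTU20 at 0.83 (0.32), and GSTU25 and GSTU22 at -0.74 (0.55) and -0.75 (0.35). Of 42 UDP-glycosyltransferase genes 29 were measured, 10 higher and 19 lower, with a median of -0.22 and 0 passing when adjusted over the list alone. UGT73C2 was higher past the thresholds at 2.55 (0.51), with a mean of 2.21 in the arrays labelled WT, and UGT73B4 was lower past them. UGT73C1 and UGT73B5, close relatives of these, had -1.50 (0.98) and -0.76 (0.56). Camera gave an adjusted p = 0.462 for the glutathione S-transferase list, whose mean was -0.05, and 0.199 for the glycosyltransferase list. Of the 39 genes drawn in Figure 8, 13 had a probe set of their own, 9 lower and 4 higher. The oxidoreductase genes among these were AT1G59950 at -0.69 (0.47), FOX1 and the plastid gene ndhA at 0.79 (0.43). In the catalytic activity group, AT5G47330 had 1.08 (0.45), and AT1G68620 had -0.65 (0.72), which turned to 0.21 when an array was left out. The 4 genes of glutathione transferase activity in Figure 8 had no probe set named for them alone. Table S2, made from these arrays, prints 5 genes of the glutathione S-transferase list, none with a probe set named for it alone here. It prints 4 of the glycosyltransferase list, of which only UGT73B4 was measured.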

Among the molecular function GO terms, glutathione-mediated detoxification, UDP-glucosyltransferase activity, catalytic activity and oxidoreductase activity were significant in the up-regulated genes (Figure 8B). Many of these biological processes and molecular function terms have been implicated in abiotic stress responses. Further, we also analyzed the metabolic pathways significantly enriched in the differentially expressed in transgenic plants. 

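Genes of flavonoid and anthocyanin synthesis ran both ways in the arrays labelled 35S:OsGSTU4. Of 23 listed 9 were measured, 5 higher and 4 lower, or 4 higher and 5 lower with arrays centred on their medians. The median log2 difference was 0.04 (-0.04 when centred) and the mean 0.19, while camera's direction was downward (adjusted p = 0.826). The anthocyanin malonyltransferase gene 5MAT was higher past the thresholds of the paper at 2.14 (standard error 0.68), and 0 genes passed when adjusted over the list alone. DFR, which makes the precursors of anthocyanins, had 0.04 (0.27), and CHIL, a chalcone isomerase-like gene, had -0.64 (0.23). CHIL is 1 of 3 members above the median mean, with UGT78D2 at -0.56 (0.36) and UGT89C1 at -0.16 (0.25), and all 3 were lower. Among such bright probe sets alone the flavonoid list had an adjusted p = 0.0141, over a range of 0.0141 to 0.991 across all alternatives. Over all members it had an adjusted p = 0.947 with an estimated correlation, and none of the 3 passed the thresholds of the paper. The glycosyltransferase genes of this pathway ran from UGT79B1 at -1.35 (0.58) to UGT75C1 at 1.92 (0.67), whose signal was 1.46 in the arrays labelled WT. Of 19 genes of phenylpropanoid and lignin synthesis 2 were measured, too few for a list test. Both were lower, HCT, an acyltransferase gene of lignin synthesis, at -0.28 (0.23) and CCR2, a cinnamoyl-CoA reductase gene, at -0.60 (0.53), and 0 of the 2 passed the thresholds or an adjustment over the list alone. Of 16 genes of glucosinolate synthesis 3 were measured, 1 higher and 2 lower, with a median of -0.08 and a mean of 0.03 where camera's direction was upward (adjusted p = 0.830), none past the thresholds and 0 when adjusted over the list alone. Table S2, made from these arrays, prints 1 flavonoid gene and 1 phenylpropanoid gene of these lists, but none of the members measured here. The 3 measured genes of sulfate reduction, none of them printed in Table S2, were the ATP sulfurylase genes APS3 at 0.02 (0.30) and APS4 at -0.29 (0.39), and SIR, the sulfite reductase gene, at 0.25 (0.26). No AraCyc or GO annotation was used here, so these lists stand in for the pathways and do not repeat the paper's enrichment test.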

The genes involved in metabolic processes, such as glutathione detoxification, sulfate reduction, phenylpropanoid derivative biosynthesis and flavonoid biosynthesis pathways were found significant, which was consistent with GO enrichment analysis. In addition, we analyzed the transcript levels of putative GST and antioxidant enzyme encoding genes in WT and transgenic line under control and stress (salinity and oxidative) conditions. We observed up-regulation on these genes in the transgenic line under control conditions (Figure 8C), which corroborated the microarray results. Further, the transcript levels of these genes were up-regulated under stress conditions in both WT and transgenic lines and a higher degree of transcript up-regulation was observed in the transgenic line under stress conditions (Figure 8C).

**Figure 8:**
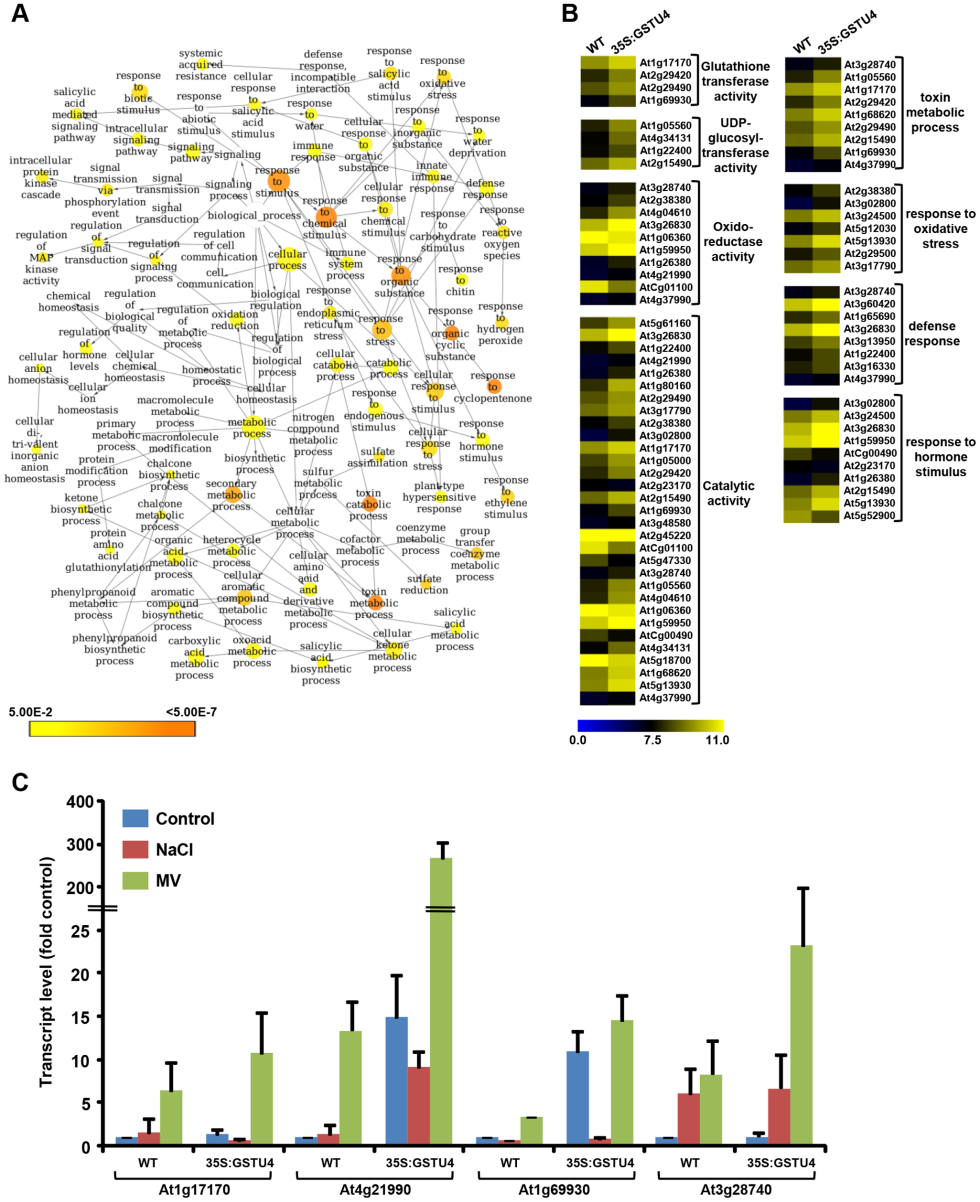
Differential gene expression in over-expression transgenic lines. (A) Significantly enriched GO biological process terms in the up-regulated genes. Node size is proportional to the number of transcripts in each category and colors shaded according to the significance level (white - no significant difference; color scale, yellow – *P*-value  = 0.05, orange – *P*-value <0.0000005). (B) Heatmaps show the differential expression of genes involved in various biological processes and molecular functions found enriched in genes up-regulated in transgenic line. The color scale at the bottom represents the log transformed signal intensity. (C) Real-time PCR analysis showing differential expression of selected genes in transgenic lines under control, and stress conditions. The graph displays the fold change in mRNA levels in WT and transgenic line under control and stress (NaCl and MV) conditions as compared to the WT-control.

## Discussion

Several GSTs have been identified and analyzed in plants, animals, fungi and bacteria to date [8], [9]. Plant GSTs are represented by a large multigene family and have been implicated in various stresses [11], [24], [26], [40]. Dixon and colleagues [41] reported the functionality of most of Arabidopsis GSTs in *E. coli* and suggested the functional redundancy among them to perform similar functions in different subcellular compartments. In our previous study, we identified 79 putative GSTs in rice genome, many of them showed differential expression during various hormonal treatments, biotic and abiotic i.e. salt, desiccation and cold stresses [11]. The members of *Tau* class GSTs appeared to show response to various stimuli more frequently [11]. Although several studies have reported differential expression of plant GSTs under abiotic stress conditions, only a few reports have demonstrated their role in abiotic stress tolerance [20], [32], [42].

In this study, we selected a tau class GST gene, *OsGSTU4*, on the basis of its preferential expression in response to plant hormones and differential expression in various abiotic stresses [11], and functionally characterized via over-expression in *E. coli* and Arabidopsis. The *E. coli* cells expressing *OsGSTU4* gene showed enhanced GST activity and tolerance to various abiotic stresses. The overexpression of *OsGSTU4* in Arabidopsis also imparted tolerance to salinity and oxidative stresses in transgenic plants. These results suggested the role of *OsGSTU4* in salinity and oxidative stress responses.

Several studies have implicated auxin and ABA in abiotic stress responses [36], [43]–[46]. The expression of *OsGSTU4* was found to be highly up-regulated in the presence of exogenous auxin [11]. In this study, we found reduced sensitivity of transgenic plants to exogenous auxin and ABA. Other studies have shown the effect of various abiotic stresses on auxin homeostasis as well [47]–[49]. A crosstalk between auxin and ROS signaling has been proposed and role of auxin in adaptive abiotic stress response via redox metabolism has been reported [36], [46], [50], [51]. Abiotic stresses, such as drought, salinity, cold and temperature alter the ABA levels in plants. ABA plays an important role as an essential mediator in triggering plant responses to various abiotic stresses [52]–[54]. In our study, we observed decreased root growth inhibition in transgenic plants in the presence of auxin, ABA and abiotic stresses as compared to WT. These results suggested that *OsGSTU4* might be involved in auxin- and ABA-dependent processes that provide stress tolerance to transgenic plants. OsGSTU4 may represent a component mediating cross talk between auxin and redox signaling to regulate abiotic stress responses.

The overexpression of *OsGSTU4* imparted tolerance to salinity and oxidative stresses in transgenic Arabidopsis plants. More importantly, the overexpression of OsGSTU4, did not affect the plant growth. In global transcriptome analysis, we found several stress-associated genes up-regulated in transgenic Arabidopsis plants as compared to WT under control conditions. Many of these genes are involved in cellular detoxification processes, stress responses and transcription regulation. We observed many stress related pathways, like toxin metabolic processes, response to oxidative stress, defense response, sulfate reduction, response to hormone stimulus, glutathione-mediated detoxification, UDP-glucosyltransferase activity, catalytic activity and oxidoreductase activity, enriched in the genes differentially expressed in transgenic plants. GSTs can eliminate the product of oxidative damages by the conjugation of GSH with them [55]. Earlier reports showed that CATs, GSTs and SODs play important roles in plant response to oxidative damages induced by various environmental conditions [5], [56], [57]. Salt and oxidative stress tolerance has been achieved by the co-expression of *Suaela salsa* GST and catalase (CAT) in transgenic rice [32]. In another study, overexpression of GST/GPx cDNA showed tolerance to salt and chilling stress [20] and transformation of cotton GST/GPx cDNA impart tolerance in tobacco plants to low concentration of MV [31]. Low temperature resistance was achieved by the transfer of heterologous GST gene from *Suaeda salsa* into rice [58]. In our study, we observed increased seed germination and root growth of overexpression transgenic lines in the presence of NaCl and MV. The degradation of chlorophyll in the leaves of transgenic plants was lower than the WT plants under salinity and oxidative stress conditions. Similar observations have been reported in other studies too [20], [31].

Interestingly, we observed reduced H_2_O_2_ and O^2**•–**^ accumulation in Arabidopsis transgenic plants under stress conditions. Although the transgene mRNA levels varied among the transgenic lines analyzed, the protein (GST) activity was similar under control conditions. We did not observe significant correlation between mRNA level/protein activity and response to hormones and abiotic stresses in the transgenic lines. The GST activity was found to be significantly higher in over-expressing transgenic lines under various stress conditions. The transcript level of putative GST and antioxidant enzyme encoding genes was also higher in the transgenic line. The *E. coli* cells transformed with *OsGSTU4* showed higher GST activity and thus increased tolerance to various abiotic stresses as compared to the cells transformed with empty vector, suggesting the protective role of enhanced OsGSTU4 expression. The exposure of plants to various abiotic stresses leads to oxidative damages [1]. Thus, plants employ the components of oxidative defense system to minimize the damaging effect. They have a antioxidant system to balance over-production of ROS and their scavenging to maintain them at required level. Antioxidant enzymes, such as GST, GRX, SOD and CAT etc. catalyze scavenging of ROS and combat damages induced by abiotic stresses. Increased GST activity due to the over-expression of *OsGSTU4* can eliminate/reduce the level of ROS species under stress conditions. Several reports showed enhanced tolerance to various abiotic stresses, such as salinity, oxidative, osmotic and drought, with increased GST activity due to the over-expression of GSTs [31], [32], [59]–[62]. Based on these observations, we can conclude that lower accumulation of H_2_O_2_ and O^2**•–**^ due to the higher antioxidant (GST) activity, at least in part, might directly or indirectly contribute to the enhanced stress tolerance of *OsGSTU4* over-expression transgenic Arabidopsis plants.

In conclusion, we investigated the role of a rice tau class GST gene, *OsGSTU4*, in response to various abiotic stresses. In *E. coli*, the expression of *OsGSTU4* imparts tolerance to various stresses. The transgenic Arabidopsis plants expressing *OsGSTU4* also showed better seed germination, root and plant growth and increased capacity to retain chlorophyll content in plant leaves as compared to WT plants under salinity and oxidative stress conditions. The over-expression Arabidopsis transgenic lines showed lower accumulation of ROS and increased GST activity. The increased salinity and oxidative stress tolerance might be related to the higher level of GST activity in transgenic lines due to the overexpression of *OsGSTU4*. These results suggest that *OsGSTU4* can be used as a suitable candidate to improve salinity and oxidative stress tolerance in crop plants.

## Supporting Information

Figure S1 **Sub-cellular localization of OsGSTU4 in Arabidopsis leaf epidermis.** Images were observed in GFP filter by confocal microscopy after 24 h of incubation.
(PDF)

Figure S2 **Growth/phenotype of** ***OsGSTU4*** **over-expression transgenic and WT plants under normal growth condition.** (A) One-month-old plants grown in plastic pots in vermiculite. (B) Appearance of WT and transgenic plants in mature stage.
(PDF)

Figure S3 **Leaf disc assays showing salinity and oxidative stress tolerance.** Effect of salinity (A) and oxidative stress (B) on the leaves of transgenic and WT plants. For stress treatment at least 20 plants and 4–5 leaves from each line were used.
(PDF)

Figure S4 **Abiotic stress tolerance of** ***OsGSTU4*** **expressing transgenic lines.** Phenotypic characterization of four-week-old transgenic and WT under salinity (A) and oxidative (B) stress. Photographs of plant phenotypes were taken after one week of stress treatment using 200 mM NaCl and 25 μM MV.
(PDF)

Table S1 **List of primers used for real time PCR analysis in this study.**
(PDF)

Table S2 **List of genes differentially expressed in transgenic line as compared to wild-type.**
(PDF)

# Supplementary material for: Over-Expression of a Rice Tau Class Glutathione S-Transferase Gene Improves Tolerance to Salinity and Oxidative Stresses in Arabidopsis
**Source:** PLoS One. 2014 Mar 24;9(3):e92900. doi: 10.1371/journal.pone.0092900

Figure S1. Sub-cellular localization of OsGSTU4 in Arabidopsis leaf epidermis. Images were observed in GFP filter by confocal microscopy after 24 h of incubation.

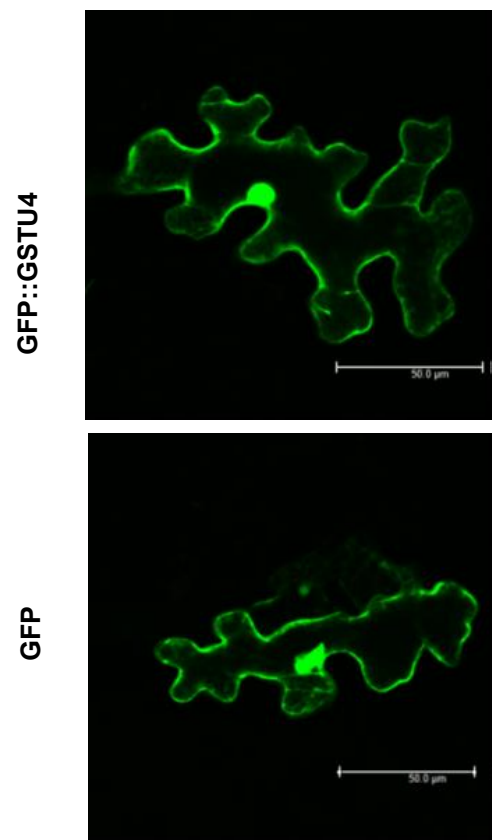

**Supplement:** Figure S1 — Sub-cellular localization of OsGSTU4 in Arabidopsis leaf epidermis. Images were observed in GFP filter by confocal microscopy after 24 h of incubation.

# Supplementary material for: Over-Expression of a Rice Tau Class Glutathione S-Transferase Gene Improves Tolerance to Salinity and Oxidative Stresses in Arabidopsis
**Source:** PLoS One. 2014 Mar 24;9(3):e92900. doi: 10.1371/journal.pone.0092900

Figure S2. Growth/phenotype of *OsGSTU4* over-expression transgenic and WT plants under normal growth condition. (A) One-month-old plants grown in plastic pots in vermiculite. (B) Appearance of WT and transgenic plants in mature stage.

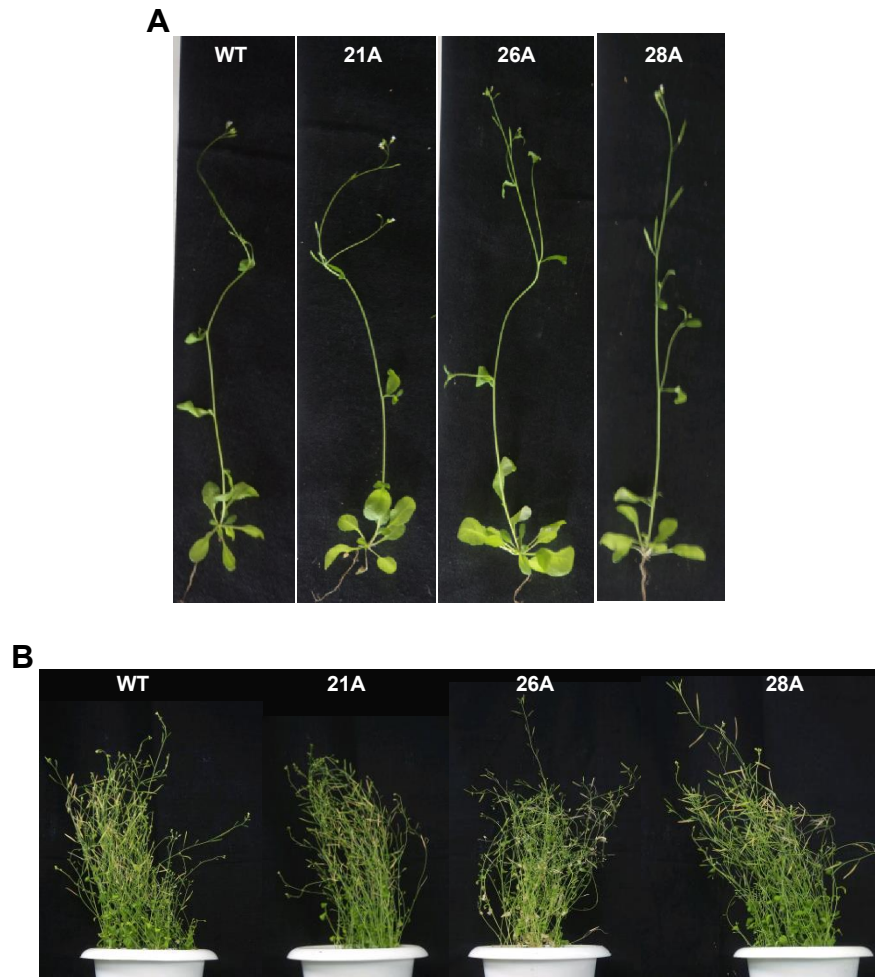

**Supplement:** Figure S2 — Growth/phenotype of OsGSTU4 over-expression transgenic and WT plants under normal growth condition. (A) One-month-old plants grown in plastic pots in vermiculite. (B) Appearance of WT and transgenic plants in mature stage.

# Supplementary material for: Over-Expression of a Rice Tau Class Glutathione S-Transferase Gene Improves Tolerance to Salinity and Oxidative Stresses in Arabidopsis
**Source:** PLoS One. 2014 Mar 24;9(3):e92900. doi: 10.1371/journal.pone.0092900

Figure S3. Leaf disc assays showing salinity and oxidative stress tolerance. Effect of salinity (A) and oxidative stress (B) on the leaves of transgenic and WT plants. For stress treatment at least 20 plants and 4-5 leaves from each line were used.

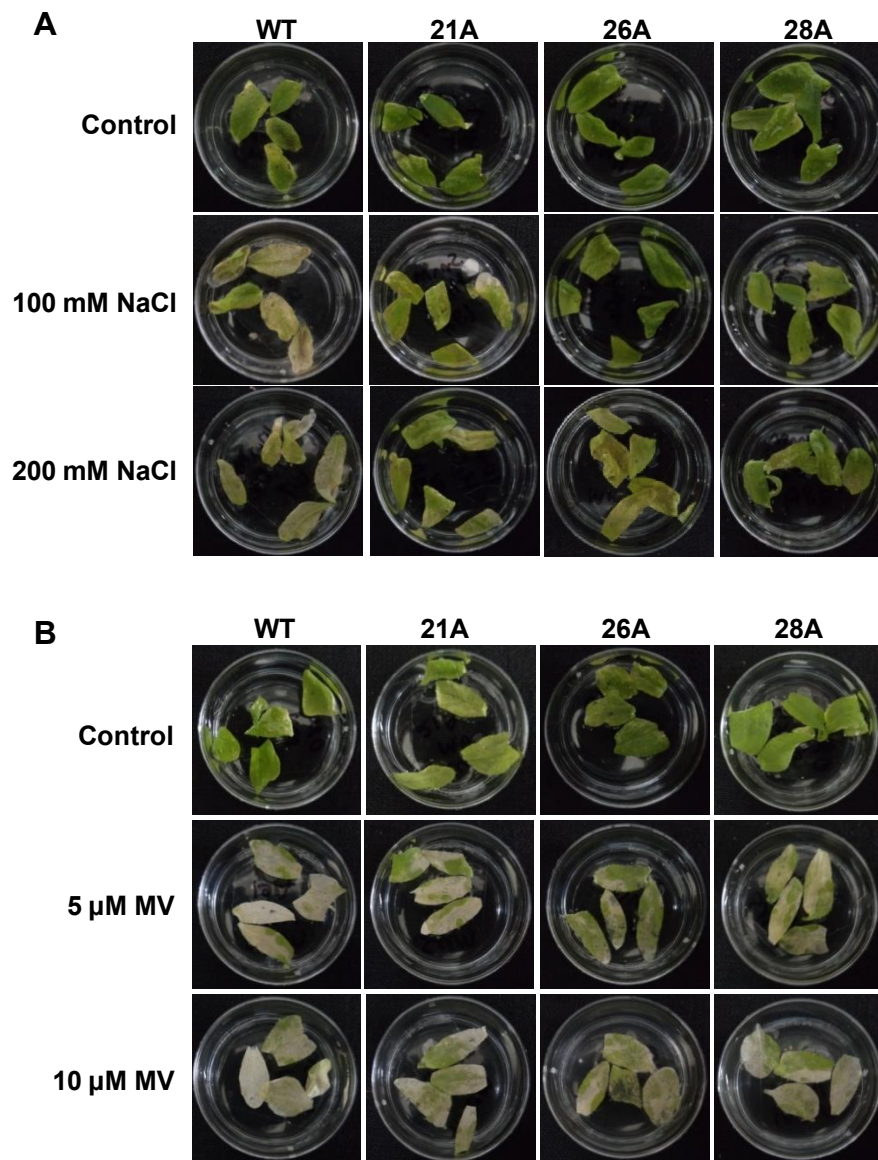

**Supplement:** Figure S3 — Leaf disc assays showing salinity and oxidative stress tolerance. Effect of salinity (A) and oxidative stress (B) on the leaves of transgenic and WT plants. For stress treatment at least 20 plants and 4–5 leaves from each line were used.

# Supplementary material for: Over-Expression of a Rice Tau Class Glutathione S-Transferase Gene Improves Tolerance to Salinity and Oxidative Stresses in Arabidopsis
**Source:** PLoS One. 2014 Mar 24;9(3):e92900. doi: 10.1371/journal.pone.0092900

Figure S4. Abiotic stress tolerance of *OsGSTU4* expressing transgenic lines. Phenotypic characterization of four-week-old transgenic and WT under salinity (A) and oxidative (B) stress. Photographs of plant phenotypes were taken after one week of stress treatment using 200 mM NaCl and 25 μ M MV.

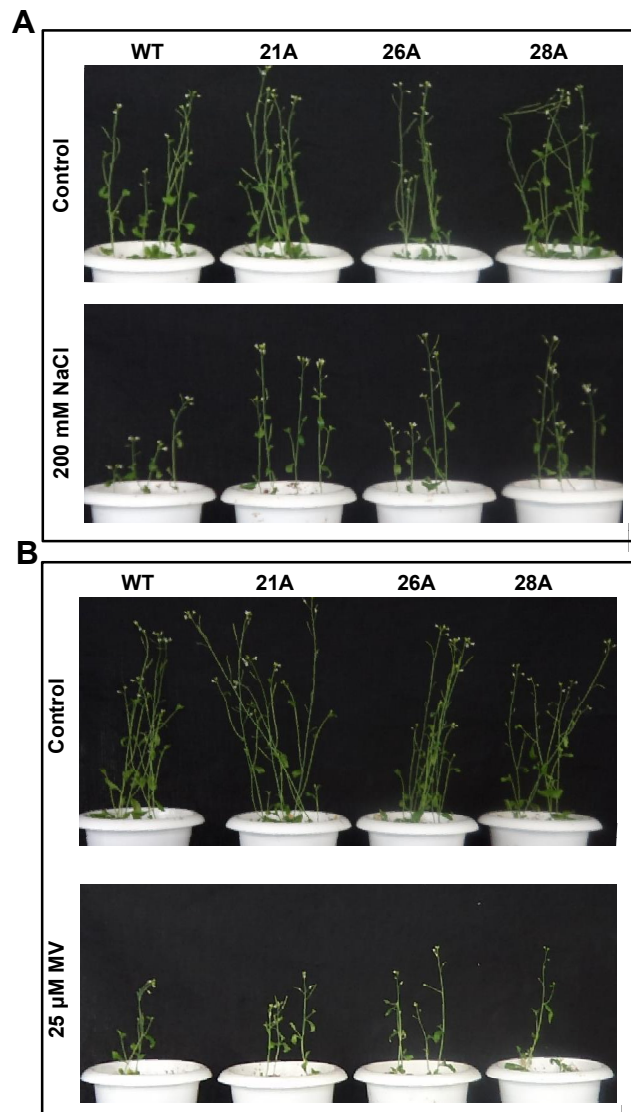

**Supplement:** Figure S4 — Abiotic stress tolerance of OsGSTU4 expressing transgenic lines. Phenotypic characterization of four-week-old transgenic and WT under salinity (A) and oxidative (B) stress. Photographs of plant phenotypes were taken after one week of stress treatment using 200 mM NaCl and 25 μM MV.

# Supplementary material for: Over-Expression of a Rice Tau Class Glutathione S-Transferase Gene Improves Tolerance to Salinity and Oxidative Stresses in Arabidopsis
**Source:** PLoS One. 2014 Mar 24;9(3):e92900. doi: 10.1371/journal.pone.0092900
**Supplement:** Table S1 — List of primers used for real time PCR analysis in this study.

Table S1. List of primers used for real time PCR analysis in this study.

**Gene identifier**	**Primer sequence**
At1g17170	F-TCCACAATGGTAAACCGGTATG
	R-TCGGGCCAAGTCTCGTCTAT
At4g21990	F-GTCAACGGGACAGCCTCAGT
	R-TGCCTGCTCAAGTTCACAACA
At1g69930	F-CATCCTTCCCTCTGATCCATTT
	R-TTCATCGATATAGACGTCCCAAAA
At3g28740	F-AGAATGGGCGATGTCGAATTT
	R-TTTCGGTCTTTGCCTTTCGTA
Os10g38495<br>(OsGSTU4)	F-CTACGTCGACGACAAGTTCGTT
	R-TCCTCCGTCTTGCCTCTGAA
PP2A	F-TAACGTGGCCAAAATGATGC
	R-GTTCTCCACAACCGCTTGGT
UBQ5	F-ACCACTTCGACCGCCACTACT
	R-ACGCCTAAGCCTGCTGGTT

# Supplementary material for: Over-Expression of a Rice Tau Class Glutathione S-Transferase Gene Improves Tolerance to Salinity and Oxidative Stresses in Arabidopsis
**Source:** PLoS One. 2014 Mar 24;9(3):e92900. doi: 10.1371/journal.pone.0092900
**Supplement:** Table S2 — List of genes differentially expressed in transgenic line as compared to wild-type.

Table S2. List of genes differentially expressed in transgenic line as compared to wild-type.

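Table S2 prints a probe set ID, a gene identifier, a fold change and a P for 63 transcripts, 45 up-regulated and 18 down-regulated, and each printed probe set has a value on all 4 arrays. All 45 printed as up-regulated were lower in the arrays labelled 35S:OsGSTU4, with a median log2 difference of -1.08 where the paper's median is 1.14. All 18 printed as down-regulated were higher, with a median of 1.03 where the paper's is -1.18. Matched by printed probe set, the correlation across the 63 was -0.971, within the up-regulated ones -0.588 and within the down-regulated ones -0.910, across transcripts that are not independent replicates. psbC, with the paper's largest fold change, had 2.50 (standard error 0.31) beside the paper's -2.46. UGT73B4 had -1.63 (0.45), where the paper prints 1.52 at this probe set and 1.03 beside the gene. At 37 probe sets the difference was at least 1 in size, at 27 limma's unadjusted P was at most 0.05, and 19 passed both thresholds, with 0 at an adjusted p under 0.05. Of the 25 printed probe sets to which the platform annotation gives 1 gene, 4 carry the gene printed beside them: psbC, rps15, AT5G47330 and AT5G62280. The other 21 carry another gene, as does the probe set of UGT73B4, which stands beside AT1G26380. Matched by printed gene instead, the 25 genes with a probe set of their own were also all opposite to Table S2 in sign, with a correlation of -0.955, and of -0.180 within the 14 up-regulated ones.

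**Figure D2:**
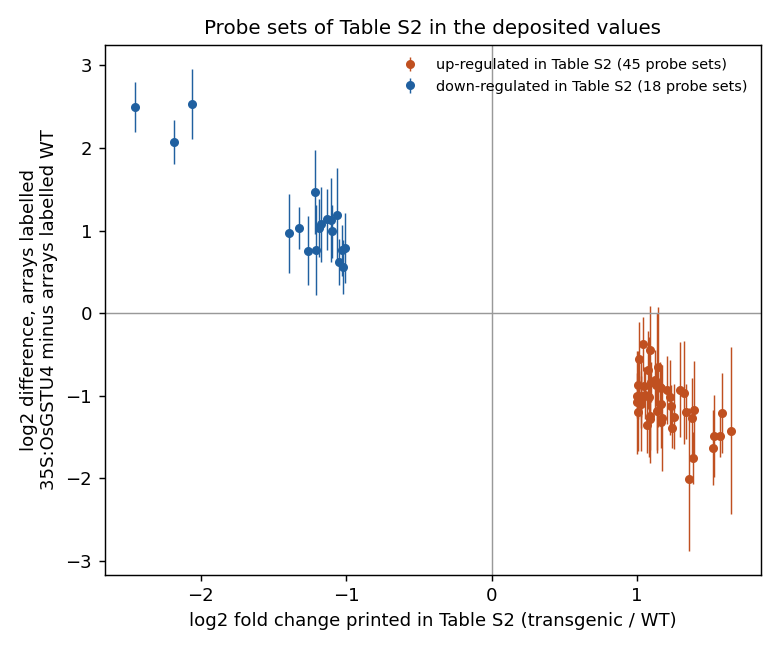
Log2 fold change printed in Table S2 (horizontal axis) against the log2 difference between arrays labelled 35S:OsGSTU4 and arrays labelled WT (vertical axis, bars are limma standard errors, 2 arrays each) for the 63 printed probe sets. The 45 up-regulated ones all lie below 0 and the 18 down-regulated ones all lie above it.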

**Probe set ID**	**Gene identifier**	**Gene description**	**p - value**	**Fold change**	**Regulation**
267053_s_at	AT5G02780	In2-1 protein, putative	0.01	2.2396953	up
266967_at	AT1G65690	harpin-induced protein-related / HIN1-related / harpin-responsive protein-related	0.01	2.2465532	up
266290_at	AT3G02800	phosphoprotein phosphatase	0.01	2.566293	up
266294_at	AT5G20790	similar to unknown protein [Arabidopsis thaliana] (TAIR:AT3G43110.1)	0.01	2.2048268	up
266296_at	AT2G15490	UGT73B4; UDP-glycosyltransferase/ transferase, transferring glycosyl groups	0.01	2.0380855	up
265501_at	AT1G26380	FAD-binding domain-containing protein	0.01	2.8756747	up
265214_at	AT3G13950	similar to Ankyrin [Medicago truncatula] (GB:ABN08906.1)	0.01	2.1825197	up
263210_at	AT1G17170	ATGSTU24 (ARABIDOPSIS THALIANA GLUTATHIONE S-TRANSFERASE (CLASS TAU) 24)	0.04	2.137459	up
263184_at	AT4G21990	APR3 (APS REDUCTASE 3)	0.02	2.0007417	up
263073_at	AT2G39530	integral membrane protein, putative	0.01	2.1286125	up
262930_at	AT2G17500	auxin efflux carrier family protein	0.02	2.129894	up
262903_at	AT5G45630	similar to unknown protein [Arabidopsis thaliana] (TAIR:AT4G18980.1)	0.02	2.102777	up
262911_s_at	AT2G29500	17.6 kDa class I small heat shock protein (HSP17.6B-CI)	0.01	2.3026447	up
262518_at	AT5G61160	AACT1 (ANTHOCYANIN 5-AROMATIC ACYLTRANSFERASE 1); transferase	0.02	3.00391	up
262229_at	AT3G17790	ATACP5 (acid phosphatase 5); acid phosphatase/ protein serine/threonine phosphatase	0.03	2.2053978	up
262047_at	AT4G38080	hydroxyproline-rich glycoprotein family protein	0.01	2.3538074	up
261934_at	AT2G45220	pectinesterase family protein	0.01	2.0003695	up
261562_at	AT3G49845	contains InterPro domain XYPPX repeat (InterPro:IPR006031)	0.01	2.0535083	up
261021_at	AT1G05000	tyrosine specific protein phosphatase family protein	0.03	2.6180785	up
260405_at	AT1G59860	[AT1G59860, 17.6 kDa class I heat shock protein (HSP17.6A-CI)]	0.01	2.1953585	up
258586_s_at	AT4G12500	protease inhibitor/seed storage/lipid transfer protein (LTP) family protein	0.01	2.342929	up
258277_at	AT3G04320	AT3G04320, endopeptidase inhibitor	0.02	2.6018543	up
258203_at	AT2G38380	[AT2G38380, peroxidase 22 (PER22) (P22) (PRXEA)]	0.03	2.5016282	up
258158_at	AT5G13930	ATCHS/CHS/TT4 (CHALCONE SYNTHASE); naringenin-chalcone synthase	0.01	2.0128002	up
258133_at	AT1G80160	lactoylglutathione lyase family protein / glyoxalase I family protein	0.01	2.6152046	up
256839_at	AT2G29420	ATGSTU7 (GLUTATHIONE S-TRANSFERASE 25); glutathione transferase	0.02	2.5213528	up
256589_at	AT3G28740	cytochrome P450 family protein	0.01	2.073456	up
255284_at	AT3G24500	ATMBF1C/MBF1C (MULTIPROTEIN BRIDGING FACTOR 1C)	0.03	2.194467	up
254819_at	AT3G60420	similar to unknown protein [Arabidopsis thaliana] (TAIR:AT3G60450.1)	0.01	2.2578611	up
254343_at	AT2G29490	ATGSTU1 (GLUTATHIONE S-TRANSFERASE 19); glutathione transferase	0.01	2.2355654	up

253268_s_at	AT1G05560	UGT1 (UDP-glucosyl transferase 75B1)	0.01	2.3629797	up
253024_at	AT1G22400	ATUGT85A1/UGT85A1 (UDP-GLUCOSYL TRANSFERASE 85A1)	0.02	2.071739	up
252984_at	AT3G26830	PAD3 (PHYTOALEXIN DEFICIENT 3); oxygen binding	0.01	2.9650905	up
252320_at	AT1G69930	ATGSTU11 (Arabidopsis thaliana Glutathione S-transferase (class tau) 11)	0.02	2.0983686	up
252222_at	AT4G37990	ELI3-2 (ELICITOR-ACTIVATED GENE 3)	0.01	2.008402	up
251400_at	AT4G04610	APR1 (PAPS REDUCTASE HOMOLOG 19)	0.01	2.8856394	up
250983_at	AT4G34131	[AT4G34131, UGT73B3 (UDP-GLUCOSYL TRANSFERASE 73B3)]	0.03	3.1259625	up
250351_at	AT1G10585	transcription factor	0.01	2.117144	up
250207_at	AT1G68620	hydrolase	0.04	2.0338898	up
248959_at	AT1G01750	actin-depolymerizing factor, putative	0.01	2.2465825	up
247573_at	AT5G12030	AT-HSP17.6A (Arabidopsis thaliana heat shock protein 17.6A)	0.02	2.1289144	up
246001_at	AT3G22930	calmodulin, putative	0.03	2.390505	up
245148_at	AT1G59950	aldo/keto reductase, putative	0.01	2.0409153	up
257517_at	AT3G48580	xyloglucan:xyloglucosyl transferase, putative	0.02	2.4532588	up
257536_at	AT3G16330	similar to unknown protein [Arabidopsis thaliana] (TAIR:AT1G52140.1)	0.02	2.0232038	up
260118_s_at	ATCG00560	PSII L protein	0.02	-2.071837	down
259839_at	ATCG00870	[ATCG00870, hypothetical protein];[ATCG01270, hypothetical protein]	0.05	-2.0886283	down
259391_s_at	AT2G23170	GH3.3; indole-3-acetic acid amido synthetase	0.01	-2.3084345	down
258218_at	ATCG00490	large subunit of RUBISCO.	0.02	-2.3944995	down
248812_at	AT5G47330	palmitoyl protein thioesterase family protein	0.02	-2.258506	down
248282_at	AT1G52190	proton-dependent oligopeptide transport (POT) family protein	0.01	-2.0306478	down
247474_at	AT5G62280	similar to unknown protein [Arabidopsis thaliana] (TAIR:AT2G45360.1)	0.01	-2.1890955	down
245076_at	AT5G52900	similar to unnamed protein product [Vitis vinifera] (GB:CAO49548.1)	0.01	-2.1388087	down
245002_at	ATCG00300	encodes PsbZ, which is a subunit of photosystem II	0.02	-2.6225924	down
245003_at	ATCG00280	chloroplast gene encoding a CP43 subunit of the photosystem II reaction center	0.05	-5.4850087	down
245004_at	ATMG00080	ATMG00080, encodes a mitochondrial ribosomal protein L16	0.01	-4.54835	down
245015_at	AT3G17998	[AT3G17998, CPuORF30 (Conserved peptide upstream open reading frame 30)]	0.02	-2.5040536	down
245022_at	AT5G18700	[AT5G18700, EMB3013 (EMBRYO DEFECTIVE 3013); kinase]	0.02	-2.1528046	down
244969_at	AT1G06360	[AT1G06360, fatty acid desaturase family protein]	0.02	-2.280616	down
244990_s_at	ATCG00270	PSII D2 protein	0.03	-4.179902	down
244936_at	ATCG00650	chloroplast-encoded ribosomal protein S18	0.03	-2.0119448	down
244938_at	ATCG01120	encodes a chloroplast ribosomal protein S15	0.03	-2.0435781	down
244944_s_at	ATCG01100	NADH dehydrogenase ND1	0.01	-2.320282	down

How the deposited data were processed for this re-analysis (not part of the article)

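Seedling RNA was measured on 4 Affymetrix Arabidopsis arrays, 2 labelled WT and 2 labelled 35S:OsGSTU4, all grown under control conditions. The deposited values are log2 signals, one per probe set and array, made by the authors from the scanned arrays. The submitters' processing notes name RMA and give no version. The deposited log2 values do not have the equal array distributions that RMA gives: they carry a per-array scaling to one mean (trimmed at the 2nd and 98th percentile, target 500) and a floor at 0, as MAS5 signals do. The analysis plan had assumed RMA values. The same test was kept, since it needs log2 values only, and quantile normalization was among its alternatives.

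Of 22810 probe sets 64 Affymetrix controls were left out and 22746 were tested, with no filter on dim probe sets. Of the probe sets with 1 gene in the platform annotation, 13436 were tied to a gene through its Entrez ID and 72 through its symbol or locus tag, and 5 could not be tied. Probe sets with several genes were tested but are not used for any gene. Limma 3.58.1 in R 4.3.3 was fitted to the values as deposited, with no replicate block, and P was adjusted by the method of Benjamini and Hochberg over all probe sets tested. The thresholds of the paper are a fold change of at least 2 with a P of at most 0.05. The paper does not say whether that P was adjusted, so the unadjusted P of limma was used with it. Figures were drawn with matplotlib 3.10.9.

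Before the data were examined, 24 gene lists were written from general knowledge of Arabidopsis gene functions, after Table S2 had been read. Each was tested, where at least 3 members had a probe set, with camera from limma at its preset correlation of 0.01, and p was adjusted over the 17 lists tested. The other 7 lists had too few measured members. Over-representation among genes higher past the thresholds was tested with Fisher's exact test over 13355 genes and adjusted over the same lists. The genes named were set in advance: those of Figure 8 and Table S1, the 12 largest differences in each direction among probe sets past the thresholds of the paper with 1 gene and arrays that do not overlap, and up to 4 members per list past those thresholds. Values of Table S2 had been seen when that rule was written. List members named without passing the thresholds were chosen for their functions or their signal after their values were seen.

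The alternatives set before the data were examined were centring of each array on its median, quantile normalization, centring on nuclear genes with organelle probe sets left out, a filter on probe sets above the median mean (7.35), an intensity trend in the variance, the methods' t-test, a replicate block, leaving out each array in turn, camera with an estimated correlation, fry from limma, all single-gene probe sets of a gene, other thresholds, another background for the over-representation test, and matching of Table S2 by printed probe set. An intensity trend together with the filter, and over-representation among the lower genes, were added after the values were seen, as was the comparison of plastid and nuclear genes at matched signal.

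The fit was tested on simulated data with the spread of these arrays and known differences. Over all 22746 probe sets, an adjusted p under 0.05 recovered 0% of 100 probe sets changed by a fold of 2 and 0% of 100 changed by a fold of 4. The thresholds of the paper recovered 34% and 88% and also took 826 unchanged probe sets. Over the 11373 probe sets above the median mean, the adjusted p recovered 22.9% of 48 at a fold of 2 and 94.1% of 51 at a fold of 4, with 16 unchanged ones called. The list test called the 1 list that was shifted and none of the other lists. Recovery of the shifted list was a condition of the run. The simulated genes varied independently of each other. In the arrays the estimated correlation between members was 0.19 for the plastid, 0.49 for the electrophile and 0.74 for the defence list. The simulation therefore cannot show how well the preset correlation suits these lists. With 2 arrays per group, no permutation test of single genes can pass a threshold of 0.05 and none was used.

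The real-time PCR, enzyme activity and growth measurements of the paper are not analysed here. The paper's BiNGO and AraCyc enrichment is not repeated, since no GO or pathway annotation was used here. The probe sets without a gene in the annotation are counted but not named.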

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

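The tests of photosynthetic tissue and of organelle transcript yield below were chosen after the higher plastid values were seen.

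Plastid-encoded transcripts, which the paper does not discuss as a group, had a median log2 difference of 0.93 between arrays labelled 35S:OsGSTU4 and arrays labelled WT, with all 69 measured genes higher on the values as deposited and 62 of 69 with arrays centred on their medians. A test of photosynthetic tissue written in advance expected lower plastid values, as Table S2 prints them. More photosynthetic tissue stays open: nuclear-encoded photosynthesis genes had a median of 0.13, but 7 of the 9 measured had a signal of 13 or more, where the 16 plastid genes as bright had a median of only 0.17. The paper reports similar chlorophyll and growth in unstressed plants of both genotypes. It does not say that the seedlings of these arrays were among those measured. A different yield of organelle transcripts, which lack long poly(A) tails, stays open too: mitochondria-encoded genes had a median of 0.59, but only 10 of 16 were higher and the spread of their values is wide. The genotype itself is a biological explanation that the design names, and the arrays cannot separate it from a difference between RNA preparations.

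Mitochondria-encoded genes, which the paper does not discuss as a group, had a median log2 difference of 0.59 (0.51 with arrays centred on their medians).

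The control probe set AFFX-r2-At-U12639_at, outside the genes the paper discusses, stood at 11.66 and 11.96 in the arrays labelled WT and at 5.97 and 1.39 in the arrays labelled 35S:OsGSTU4, a log2 difference of -8.13. The next largest difference of any probe set on the array was 5.26 in size. The target of this probe set is not given in the tables used here. Were it a sequence of the vector, which the paper names as pBI121, its values would bear on the labels of both groups, and this was not tested.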

How the results depend on the processing

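The 2 arrays per group limit every result here, and dim probe sets, where signal is close to background, make up most of those past the thresholds. The intensity trend with the filter and the over-representation among lower genes were chosen after the values were seen. The replicate numbers were not shown to pair the arrays: deviations of same-numbered arrays correlated at 0.0478 over all probe sets and 0.230 above the median mean. With a replicate block 649 probe sets were higher and 652 lower past the thresholds (542 and 532 without it), 3 lists were called, and no list call changed. Under median, quantile and nuclear centring the counts were 482 and 592, 550 and 550, and 463 and 592, so the share of higher ones went from 50.5% to 44.9%, 50.0% and 43.9%. Leaving out single arrays gave 497 to 1161 higher and 654 to 849 lower ones. In a fit without an array, the lone array is assumed to vary like the other group.

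Past the thresholds, 49 were higher and 47 lower above the median mean, 297 and 286 with the intensity trend, 239 and 240 with the methods' t-test, 49 and 48 with filter and trend together, 2008 and 2092 by fold change alone, and 0 and 0 by fold change with an adjusted p. At an adjusted p under 0.05 limma called 0 probe sets as deposited (1317 at an unadjusted P under 0.05), and 2 higher ones with the trend and 2 with filter and trend. Fewer and brighter probe sets are tested under the filter; the cause of the other changes was not tested.

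Of 17 lists 3 were called. All 3 were lost (0 called) with an estimated correlation, at an adjusted p of 0.694 for the plastid, electrophile and defence lists, and with fry (0 called), at 0.559, 0.761 and 0.959. With nuclear centring 1 list was called, as the organelle lists are left out and the defence list had 0.0630 over the fewer lists. With median centring and all lists it kept its call, at 0.0460. It had 0.0854 with the methods' t-test. Above the median mean 7 lists were called, adding reactive oxygen (0.00860, lower), flavonoid (0.0141, lower), auxin (0.00273, higher) and mitochondria (0.00846, higher). These added lists kept only 4, 3, 3 and 4 members there. With the trend 6 were called, adding reactive oxygen (0.0158), heat shock (0.0473) and mitochondria (0.0473). With filter and trend 7 were called, adding reactive oxygen (0.00636), flavonoid (0.0194), auxin (0.00164) and mitochondria (0.00636). Leaving out single arrays gave 1 to 5 called lists, with adjusted p from 0.000448 to 0.102 for electrophile, 0.000116 to 0.663 for defence, 0.0210 to 0.814 for reactive oxygen, 0.0140 to 0.814 for heat shock, 0.0280 to 0.755 for mitochondria and 3.80e-17 to 1.16e-08 for plastid genes. Over-representation among higher genes was called for 1 list in the main and the brighter background, and for 0 lists among lower genes (electrophile list, 2 of 6, adjusted p = 0.146). No gene passed an adjusted p, so over-representation among such genes has no value.

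Of the comparisons of named genes with an alternative, 433 kept their side of the thresholds, 44 passed them no longer, 11 passed them newly and 0 of those past the thresholds reversed.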

Differences from the paper's values

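The comparison with Table S2 on the turned direction was chosen after the values were seen. The paper gives 63 differentially expressed genes, 45 up-regulated and 18 down-regulated, at a fold change of at least 2 with P of at most 0.05. Here 1074 probe sets passed these cut-offs with limma's unadjusted P on 2 arrays per group. In the arrays labelled 35S:OsGSTU4 542 were higher and 532 lower. The paper gives 3 replicates and does not say whether its P was adjusted, so the 2 sets of counts may not rest on like tests. With the direction turned, the paper's 45 stands beside 532 and its 18 beside 542. Of the alternatives set before the data were examined, one brought a value within 1.5 times of the paper's: among probe sets above the median mean 49 were higher, or 47 with the direction turned, beside the paper's 45. Its total of 96 and its 47 lower ones (49 turned) still differ from the paper's 63 and 18. Every other alternative set in advance differs from all 3 counts. That filter drops 11 of the 63 printed probe sets, as 52 lie above the median mean, and 30 of the 52 passed the thresholds.

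All 63 printed fold changes have the opposite sign here. The paper gives psbC a log2 fold change of -2.46, psbZ -2.19, UGT73B4 1.52, GH3.3 -1.10, AT5G47330 -1.18 and AT5G62280 -1.13 at their probe sets. Beside the genes themselves it prints -1.39 for psbZ, 1.03 for UGT73B4 and -1.21 for GH3.3, and the same values for the other 3. Here the differences were 2.50, 2.07, -1.63, 0.99, 1.08 and 1.13 as labelled, and -2.50, -2.07, 1.63, -0.99, -1.08 and -1.13 with the direction turned, on which scale none differs by more than its standard error from the paper's value at the probe set. Table S2 was made from these arrays, so the standard error, a spread between arrays, gives only a scale for size here and tests nothing. By gene, psbZ (-2.07 turned beside the paper's -1.39) and UGT73B4 (1.63 beside the paper's 1.03) differ by more than their standard errors and GH3.3 does not. For psbZ this holds under every alternative set in advance that gives it a value. For UGT73B4 it holds under all of these that give it a value except the fits without WT replicate 1, without 35S:OsGSTU4 replicate 1 and without 35S:OsGSTU4 replicate 2. The paper's medians of 1.14 for up-regulated and -1.18 for down-regulated genes stand beside -1.08 and 1.03 as labelled, and 1.08 and -1.03 turned. At these thresholds 19 of the 63 probe sets passed here. Of the alternatives set in advance, more of them passed with median centring (20), quantile normalization (20), the replicate block (24), the intensity trend (34), without WT replicate 2 (27) and above the median mean (30 of 52). Fewer passed with the methods' t-test (11), without WT replicate 1 (11), without 35S:OsGSTU4 replicate 1 (10) and replicate 2 (6), and 18 of 55 passed with nuclear centring. The trend with the filter, chosen after seeing the values, also passed 30 of 52 and so drops 11 of the paper's 63.

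The paper states that several stress-associated genes were higher in the transgenic plants. As labelled, 9 of the 13 measured genes of Figure 8 were lower in the arrays labelled 35S:OsGSTU4 and 4 were higher (ndhA, GH3.3, AT5G47330 and rbcL); with the direction turned, 9 were higher and 4 lower, which is the paper's direction. All 4 measured genes of its defense response group were lower as labelled and higher turned, as were both of its toxin metabolism group. The paper's real-time PCR of 4 genes runs the paper's way, and none of the 4 has a probe set named for it alone, so it was not compared gene by gene. Table S2 prints all 4 as up-regulated, and all 45 probe sets so printed were lower as labelled.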

Other observations

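The tests of array labels and of the columns of Table S2 in this part were chosen after the results were seen, except the one described as written in advance. Of 33 genes encoded in the mitochondrial genome, 16 were measured, 10 higher and 6 lower in the arrays labelled 35S:OsGSTU4 under every scaling that kept them. Past the thresholds of the paper were ccb206, a cytochrome c maturation gene, at 2.52 (standard error 0.81), and cox1, the cytochrome oxidase subunit, at 1.26 (0.41), with 0 adjusted over the list alone and a camera adjusted p of 0.199. Camera's adjusted p was 0.0473 with the intensity trend and 0.694 with an estimated correlation. Above the median mean it was 0.00846, where only 4 of the 16 genes remained. Table S2, made from these arrays, prints 1 mitochondrial gene identifier, beside the probe set of the plastid gene psbZ. Root and root hair genes (3 of 29 measured, 0 higher and 3 lower) had a median of -0.23 and an adjusted p of 0.228, none past the thresholds, with EXPA7, an expansin of root hairs, at -1.50 (0.90) and the root glucosidase gene PYK10 at -0.23 (0.22). EXPA7 stood at 7.11 and 7.17 in the arrays labelled WT and at 6.79 and 4.50 in the others, so its difference rested mostly on 1 array. Table S2 prints 2 genes of the root list, none of them among those measured. Stomatal genes (3 of 8 measured, 2 higher and 1 lower) had a median of 0.56 and an adjusted p of 0.826, with SPCH at 0.56 (0.41), MUTE at 0.59 (0.59) and FAMA at -0.52 (0.39), none past the thresholds and 0 adjusted over the list alone.

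Too few genes of other lists were measured for a test. AT5G20790, the 1 measured of 27 genes of phosphate starvation, was lower past the thresholds of the paper at -1.25 (0.39). Of the 27 clock genes GI was measured, at 0.60 (0.35), and of the 18 seed maturation genes OLEO3, at -0.23 (0.52), neither past the thresholds. None of the 11 floral genes had a probe set named for it alone. Table S2 prints 2 of the phosphate starvation genes.

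One control probe set of 25S rRNA stood at 12.54 and 12.54 in the arrays labelled WT, and at 5.96 and 12.76 in the arrays labelled 35S:OsGSTU4. Both arrays of replicate number 1 against both of number 2 gave 1107 probe sets past the thresholds of the paper, and the crossed grouping gave 942, beside 1074 for the labelled genotypes. The 3 groupings in all are too few for a share under 0.05.

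Log2 differences opposite in sign to those of Table S2 were weighed against a wrong label: the highest correlation of a single-array pair with Table S2 was -0.77, so a single exchanged or mislabelled array cannot account for the pattern. All 63 probe sets of Table S2 ran the opposite way, which both an exchange of the 2 groups' labels and a contrast turned round in Table S2 could give. The paper's real-time PCR of 4 genes, all printed as up-regulated in Table S2, is higher in the transgenic plants. All 45 probe sets so printed were lower as labelled, whichever of them read these genes. This goes with exchanged labels more than with a turned contrast. It does not settle the question, as these genes have no probe set named for them alone and may not be read by those 45. No probe set is named for the transgene, and the target of the control probe set AFFX-r2-At-U12639_at, at -8.13, is not known here; as a vector sequence it would speak for exchanged labels. No biological explanation was tested, as the design gives none.

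Table S2 prints gene identifiers beside probe sets of other genes. All 21 misplaced genes that could be looked up had their own probe set printed elsewhere in Table S2, so the gene and probe set columns are rearranged against each other. The most common offset was shared by 2 of them, which argues against one fixed shift. It stays open which column the printed fold changes follow: for 12 of the 21 the printed value lay nearer the turned difference of the printed probe set than that of the gene's own, with median distances of 0.249 and 0.250. A test written in advance asked whether fold changes follow the gene, which was not shown, and counted IDs that name their gene over all 63, of which only 25 carry 1 gene, so that count (4) was largely fixed.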
